# Extracellular vesicles from *Heligmosomoides bakeri* and *Trichuris muris* contain distinct microRNA families and small RNAs that could underpin different functions in the host

**DOI:** 10.1016/j.ijpara.2020.06.002

**Published:** 2020-08

**Authors:** Ruby White, Sujai Kumar, Franklin Wang-Ngai Chow, Elaine Robertson, Kelly S. Hayes, Richard K. Grencis, María A. Duque-Correa, Amy H. Buck

**Keywords:** RNA interference, Extracellular RNA, Extracellular vesicle, microRNA, siRNA, Helminth, Gastrointestinal nematode

## Abstract

Extracellular vesicles (EVs) have emerged as a ubiquitous component of helminth excretory-secretory products that can deliver parasite molecules to host cells to elicit immunomodulatory effects. RNAs are one type of cargo molecule that can underpin EV functions, hence there is extensive interest in characterising the RNAs that are present in EVs from different helminth species. Here we outline methods for identifying all of the small RNAs (sRNA) in helminth EVs and address how different methodologies may influence the sRNAs detected. We show that different EV purification methods introduce relatively little variation in the sRNAs that are detected, and that different RNA library preparation methods yielded larger differences. We compared the EV sRNAs in the gastrointestinal nematode *Heligmosomoides bakeri* with those in EVs from the distantly related gastrointestinal nematode *Trichuris muris,* and found that many of the sRNAs in both organisms derive from repetitive elements or intergenic regions. However, only in *H. bakeri* do these RNAs contain a 5′ triphosphate, and Guanine (G) starting nucleotide, consistent with their biogenesis by RNA-dependent RNA polymerases (RdRPs). Distinct microRNA (miRNA) families are carried in EVs from each parasite, with *H. bakeri* EVs specific for miR-71, miR-49, miR-63, miR-259 and miR-240 gene families, and *T. muris* EVs specific for miR-1, miR-1822 and miR-252, and enriched for miR-59, miR-72 and miR-44 families, with the miR-9, miR-10, miR-80 and let-7 families abundant in both. We found a larger proportion of miRNA reads derive from the mouse host in *T. muris* EVs, compared with *H. bakeri* EVs. Our report underscores potential biases in the sRNAs sequenced based on library preparation methods, suggests specific nematode lineages have evolved distinct sRNA synthesis/export pathways, and highlights specific differences in EV miRNAs from *H. bakeri* and *T. muris* that may underpin functional adaptation to their host niches.

## Highlights

• Many small RNAs in extracellular vesicles (EVs) from diverse nematodes derive from intergenic and repetitive elements.
• The parasite microRNA (miRNA) content of EVs is consistent across multiple EV isolation protocols and laboratories.
• *Trichuris muris* and *Heligmosomoides bakeri* EVs contain distinct parasite miRNA family members.
• *Trichuris muris* EVs purified across different laboratories consistently contain more mouse miRNAs than *H. bakeri*.
• Comparisons of helminth EV cargos could help identify sRNAs involved in cross-species communication and niche specificity.

## 1 Introduction

In order to maintain long-term infections, helminths have evolved mechanisms to directly modify the host environment to favour their survival. An emerging mechanism of host modulation by helminths is the release of extracellular vesicles (EVs), which are lipid membrane-enclosed vesicles containing nucleic acid and protein cargo. A growing body of literature demonstrates that diverse parasites have evolved EV cargos that promote parasite survival (Ofir-Birin and Regev-Rudzki, 2019). Many helminth species have been shown to release EVs that can have modulatory actions on host cells *in vitro* and *in vivo* (Coakley et al., 2015, Eichenberger et al., 2018a, Tritten and Geary, 2018)*.* Yet despite the ubiquity of EV release across species, the functions reported for EVs from different helminths are diverse. For example, EVs from *Heligmosomoides bakeri* (also referred to as *Heligmosomoides polygyrus* or *Nematospiroides dubius*) (Behnke and Harris, 2010, Reynolds et al., 2012), have been shown to suppress IL-33 driven Th2 responses, which are integral to worm clearance mechanisms (Buck et al., 2014, Coakley et al., 2017). Similarly, *Echinostoma caproni* EVs induce a mixed Th2 and regulatory immune response that proves partially protective in vaccination models (Trelis et al., 2016). On the other hand, EVs from *Schistosoma japonicum* and *Brugia malayi* parasites polarise macrophages towards an inflammatory M1 phenotype, and in the case of *S. japonicum* this is thought to prevent M2 mediated hepatic fibrosis (Wang et al., 2015, Zamanian et al., 2015, Liu et al., 2019). EVs not only target haemopoietic immune cells, but can also target epithelial cells to regulate their responses. Specifically, EVs from *Opisthorchis viverrini* can enter cholangiocytes, the epithelial cells of the bile duct, and induce their proliferation, potentially contributing to the carcinogenic properties of this liver fluke (Chaiyadet et al., 2015). While the effects of *Trichuris muris* EVs on immunity are not yet fully characterised, their administration confers protection against subsequent infection (Shears et al., 2018). The uptake of *T. muris* EVs has been demonstrated in colonic organoids (Eichenberger et al., 2018b), and more recently in caecal organoids where *T. muris* EVs caused a downregulation in the expression of interferon response genes (Duque-Correa et al., 2020). The immunomodulation achieved by EVs from different helminth species may depend on both the specific EV cargo molecules, and their effects on the particular target cells they encounter during infection.

An intriguing question then is whether, and how, the cargo of the EVs underpin these different functional effects. Our aim here was to compare the cargo of two rodent-infective gastrointestinal nematodes, *H. bakeri* and *T. muris*, that reside in distinct intestinal environments, the small intestine and the caecum, respectively. *Heligmosomoides bakeri* is a clade V nematode, which establishes infection through L3s via the oral route. In the duodenum, larvae invade the stroma and undergo maturation, to re-emerge in the lumen as adult worms (Reynolds et al., 2012). *Trichuris muris* is a distantly related clade I nematode that infects hosts via the oral route as eggs (Coghlan et al., 2019). Upon arrival in the caecum and proximal colon, the eggs hatch, liberating larvae that invade the epithelial cells. In this multi-intracellular niche, larvae moult four times and develop into adults (Klementowicz et al., 2012). Worm expulsion of *H. bakeri* and *T. muris* requires the induction of type 2 immune responses by their host, and in the case of *T. muris* expulsion is dependent on the production of IL-13 specifically (Bancroft et al., 1998). These parasites can both modulate host immunity and counteract the type 2 responses by releasing excretory/secretory (ES) products. Although we have only scratched the surface in understanding the functional properties of ES products, some of the secreted proteins have illuminated key host pathways that are modulated. For example, *H. bakeri* ES products contain a transforming growth factor (TGF)β mimic which skews the immune system towards a regulatory response, allowing worms to persist in their host (Johnston et al., 2017). *Heligmosomoides bakeri* ES products also contain the protein HpARI, which binds and abrogates the effects of IL-33, in turn diminishing type 2 immunity (Osbourn et al., 2017). *Trichuris muris* ES products are dominated by a single protein p43, which binds IL-13 and blocks its function (Bancroft et al., 2019). Many additional parasite-secreted proteins await further characterization, however EVs are also released from these parasites, which could enable coordinated activities of multiple cargo molecules transferred to host cells. Studies illustrate that blocking helminth EVs by vaccination induces partial immunity to infection, suggesting that EVs are functionally important during infection (Coakley et al., 2017, Shears et al., 2018). The detailed understanding of the functional properties of these helminth EVs, and the cargo underpinning these functions, is still lacking.

The EVs from both *T. muris* and *H. bakeri*, as well as those from many other species, contain microRNA (miRNA) cargo (Lefebvre and Lécuyer, 2017). miRNAs are ~22 nucleotide (nt) sequences that mediate gene regulation, and are highly conserved across the animal kingdom (Bartel, 2018). miRNAs are transcribed from genomic loci and form hairpins, which are then processed by RNase III enzymes to produce mature miRNAs. miRNAs are by far the most widely characterised type of small RNAs (sRNAs) described in EVs, however they are not assumed to be the only, or most dominant, sRNA present. For example, mammalian EVs contain fragments of rRNAs, tRNAs and Y RNAs, as well as other classes of non-coding RNAs, and mRNAs (Mateescu et al., 2017). Similarly, many of these classes of sRNA have also been found in EVs and total ES products from helminths including *H. bakeri* (Buck et al., 2014, Chow et al., 2019), *Schistosoma mansoni* (Nowacki et al., 2015), and the filarial nematode *Litosomoides sigmodontis* (Quintana et al., 2019). However, some helminth EVs may also have unique classes of sRNA (compared with mammals) that are specific to their evolutionary lineage. For example, we recently found that a specific type of small interfering (si)RNA dominates the EVs of *H. bakeri* and these siRNAs associate with one specific extracellular Argonaute protein (Chow et al., 2019). The *H. bakeri* siRNAs are classified as “secondary siRNAs” because they are synthesised by RNA-dependent RNA polymerases (RdRPs) and contain a 5’ triphosphate with a preference to start with a Guanine (G). These may be restricted to certain nematode species (Sarkies et al., 2015), and their detection requires that RNA is polyphosphatase-treated prior to library preparation. Here, we aimed to determine and compare the sRNA classes present in EVs from *H. bakeri* and *T. muris* to understand common or distinct features of their sRNA cargos that might enable different functional effects when internalised by host cells and to qualify this in the context of how different isolation procedures might impact results. We found that the differences in EV isolation methods had little effect on the relative miRNA abundances detected for *H. bakeri,* while variations in library preparation kits and polyphosphatase treatment had a bigger impact. We also compared *T. muris* EVs prepared here with previously described and re-analysed datasets of *T. muris* EVs (Tritten et al., 2017, Eichenberger et al., 2018b). We found a good correlation between relative miRNA abundances across the libraries, despite different purification methods and laboratories. When comparing *T. muris* and *H. bakeri* EV sRNAs we discovered that a large portion of EV sRNAs in both *T. muris* and *H. bakeri* derive from intergenic or repetitive elements, although only in *H. bakeri* can the sRNAs from these regions be classified as secondary siRNAs that contain a 5’ triphosphate. We further show that the miRNAs identified in the EVs are highly reproducible across different purification protocols, and we find very distinct miRNA gene families in EVs when comparing the two parasites. Our data suggest that the EV cargoes could elicit distinct functions in regulating host gene networks.

## 2 Materials and methods

### 2.1 *Trichuris muris* EV purification and library preparation

*Trichuris muris* EVs were purified from the ES products of *T. muris* as described previously (Shears et al., 2018), then EVs were isolated by ultracentrifugation (UC), and concentrated using a Vivaspin 6 spin 5 kDa MWCO column. The size and concentration of EVs were assessed by Nanoparticle Tracking Analysis using the NanoSight LM10, and the quality of EVs was assessed by transmission electron microscopy (TEM), which is described in Duque-Correa et al. (2020). RNA was extracted using the miRNeasy mini kit (Qiagen). For samples that were DNase treated, these were incubated for 10 min at room temperature (RT) with RNase-free DNase I with additional RNasin RNase inhibitor (Promega). Polyphosphatase treatment was performed using RNA 5′ polyphosphatase (Epicentre) following the manufacturer’s instructions. RNA that was enzymatically treated, either with DNase or 5′ polyphosphatase, was subsequently purified by ethanol precipitation. Libraries were prepared using the CleanTag small RNA Library prep kit (TriLink) following the manufacturer’s instructions. Adapters were diluted 1:12 and 18 PCR cycles were used.

### 2.2 *Heligmosomoides bakeri* EV purification by fractionation and library preparation

*Heligmosomoides bakeri* ES products were harvested as described previously (Chow et al., 2019). The filtered *H. bakeri* ES products were concentrated in a Vivaspin 20 MWCO 3 kDa concentrator (Sartorius, Göttingen, Germany). Four hundred μL of *H. bakeri* ES products (concentration 5 mg/mL) were separated into 1 ml fractions by size exclusion chromatography using a Superdex 200 10/300 GL column (GE Healthcare) in PBS with an AKTA basic FPLC system (GE Healthcare). Libraries were prepared using the CleanTag small RNA Library prep kit (Trilink) following the manufacturer’s instructions. Adapters were diluted 1:12 and 18 PCR cycles were used. Quantification and size analysis of *H. bakeri* EVs were performed using the qNano Gold platform (Izon Science). EVs were measured in PBS as electrolyte without dilutions and compared to calibration particles CPC100 (Izon Science). Samples from fractions 1 to 4 were measured using the nanopore NP150 (Izon Science) at 47.2 mm stretch, with voltage 0.6 V and pressure 20 mbar. Data analysis was carried out using the Izon Control Suite software v3.2.2.251 (Izon Science). The EVs from fraction 3 were fixed in 2% paraformaldehyde (PFA), deposited on Formavar-carbon-coated EM grids and treated with glutaraldehyde before treatment with uranyl oxalate and methyl cellulose as described previously (Buck et al., 2014), then visualised in a Philips CM120 TEM (Edinburgh). Images were taken on a Gatan Orius CCD camera.

### 2.3 Sequence analysis

The unprocessed sequence data for each sample were analysed by FastQC (v0.11.8) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to obtain an overview of the sequence data quality. Subsequently, the 3′ sRNA adapter was removed using cutadapt (v2.7) (Martin, 2011), searching for at least a six base match to the adapter sequence. For analysis of sRNAs, only sequences that contained the adapter, were >/=18 nt in length, and did not contain any Ns (uncalled bases) were retained for further analysis. Genome alignments to the *Mus musculus* (version GRCm38, with additional RefSeq rRNA, as all mouse rRNA genes are not present in the genome), *H. bakeri* (GCA_900096555.1), and *T. muris* (GCA_000612645.2) genomes were performed using bowtie (v1.2.2) (Langmead et al., 2009), requiring perfect matches along the full length of the sequence. Combining the data from the alignments, we defined *H. bakeri- or T. muris*-specific sequences as those sequences that matched perfectly and unambiguously to the respective genomes but not to *M. musculus*.

### 2.4 miRNA predictions

miRNAs were predicted using reads that mapped to *H. bakeri* or *T. muris* genomes (these could also map to mouse). We used miRDeep2 v2.0.0.8 (32) with mature and hairpin sequences from miRBase v22 (33) and additional nematode miRNA sequences from *Brugia pahangi* (Winter et al., 2012). miRDeep2 initially predicted a total of 428 miRNAs for *H. bakeri* based on all libraries including life stages reported in Buck et al. (2014), but we kept only 94 that were present at greater than 100 reads in total when summing reads from all *H. bakeri* EV samples, and did not have low complexity sequences. For *T. muris*, 110 of 225 initially predicted miRNAs were kept for the same reasons. We note that one limitation of this approach is that miRNAs that are present at very low copy numbers in only one sample could be excluded. miRNA names were assigned using known miRBase names in a hierarchical fashion, with highest priority assigned to precursors that matched known nematode miRNA precursors. If these did not exist, we named the miRNAs according to exact seed matches in mature sequences to known nematode mature miRNAs. miRNA predictions without a mature seed match to a known nematode mature miRNA were labelled ‘novel’ and these were examined manually and discarded if their structure and read mapping profile did not fit expected miRNA criteria. To assign miRNA family names, we used seed matches to known Nematoda and non-Nematoda miRNA.

### 2.5 Parasite RNA biotypes

Read biotypes (miRNA, rRNA, protein-coding exon, etc.) present in each sample were identified by mapping the short reads to annotated versions of the *H. bakeri* and *T. muris* genomes. For *H. bakeri*, we used genome version PRJEB15396 nHp.2.0, (downloaded from https://parasite.wormbase.org/Heligmosomoides_polygyrus_prjeb15396) and the annotations as in Chow et al. (2019) downloaded from WormBase ParaSite (Howe et al., 2017). For *T. muris*, the genome version used was PRJEB126 TMUE3.0 (downloaded from (https://parasite.wormbase.org/Trichuris_muris_prjeb126) (Howe et al., 2017) and it was reannotated in a similar manner to *H. bakeri* as follows: miRNAs were identified using miRDeep2 as above (Friedländer et al., 2012); rRNAs using cmsearch from the infernal (v1.1.2) (Nawrocki and Eddy, 2013) suite to search for eukaryotic rRNAs using covariance models from Rfam (version 14.1)] (Kalvari et al., 2017) and default settings; tRNAs using tRNA-scan-SE (v1.3.1) (Chan and Lowe, 2019); protein-coding exons and protein-coding introns were extracted from the publicly available GFF3 annotation on WormBase ParaSite genome PREJEB126. Repetitive elements were predicted using RepeatModeler v1.0.11 on the draft genome followed by RepeatMasker v4.1.0 (http://www.repeatmasker.org) using RepBase v20181026 Nematoda sequences (Bao et al., 2015).

Short reads between 18 and 30 bases long can map to multiple locations in the genome, but rather than assign them randomly to each possible location, we used ShortStack (v3.8.5) (Axtell, 2013) to assign reads in a way that takes into account the number of unique reads mapping to those locations. As in the *H. bakeri* annotation (Chow et al., 2019), overlapping annotations were assigned in order of priority from miRNAs to introns, so that each position on the *T. muris* genome had only one biotype annotation. The read mappings were intersected with the *H. bakeri* and *T. muris* genome annotations to count the number of reads belonging to each biotype.

### 2.6 Data accessibility

The data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE152591.

## 3 Results

### 3.1 Genome mapping of sRNAs in EVs from *H. bakeri* and *T. muris*

In order to accurately perform comparisons between EVs from different species, we first sought to understand the extent of variation in sRNAs detected across different isolation procedures in one species. We compared nine publicly available datasets of *H. bakeri* EV libraries generated by our laboratory, with two previously unpublished datasets (Fig. 1A and Supplementary Table S1) and determined the extent to which different isolation methods influenced the sRNAs detected. 

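The parasite miRNA data used here came from all 11 of these *H. bakeri* EV libraries, each read as the number of sequencing reads that the authors assigned to each miRNA. Of these, 3 libraries were from UC-purified EVs without polyphosphatase and were made with the TruSeq kit, and 2 were from UC-purified EVs treated with polyphosphatase and made with the CleanTag kit. The treatment of these 2 is as in Fig. 1A and the sample labels, while Supplementary Table S1 gives it as +/-, and the TruSeq kit of the 3 is as in the paper, while the labels name CleanTag for every library. Another 4 were from EVs purified further on a sucrose gradient, 2 with and 2 without polyphosphatase, and the last 2 were from EVs isolated by size fractionation, 1 with and 1 without polyphosphatase, all made with the CleanTag kit. Polyphosphatase leaves a single phosphate on the 5′ end of RNAs that carry several, so that a sequencing adapter can be ligated to them. The authors removed adapters, aligned reads without mismatches to the parasite genome and counted miRNAs with miRDeep2 2.0.0.8, and the deposited values are whole read counts for 93 miRNAs. Reads assigned to parasite miRNAs ranged from 9194 in the polyphosphatase-treated size fraction library to 356266 in an untreated sucrose library, with a median of 44354. A count of 0 therefore allows a share of parasite miRNA reads of up to 0.0326% in the smallest library and 0.000842% in the largest (3 counts of the total), and such limits cover counting error only, because reads copied by PCR are not separate molecules. Groups were compared with edgeR's quasi-likelihood test in a single model of 6 groups (purification, treatment and kit), with TMM scaling, over the 92 miRNAs with at least 10 counts in at least 2 libraries, and p values were adjusted by the Benjamini-Hochberg method. Fig. 1A marks the sucrose libraries as prepared at the same time, treated and untreated together, and each other purification as prepared apart, so that only the comparison of treatments lies within a batch. The paper's text does not name separate cultures for libraries of the same group, so each p measures the spread between libraries.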

All quality control of EV purifications can be found in the relevant references, or for EVs and libraries generated and not yet published, the information is provided in Supplementary Fig. S1 of this publication. *Heligmosomoides bakeri* ES products were collected from adult worms from days 2 to 8 (media were replaced on day 4) post-harvest and pooled. ES products from the first 24 h is not included to minimise contamination from host material (Johnston et al., 2015). We compared RNA libraries prepared from EVs isolated by UC, with or without further sucrose gradient purification, or by size exclusion fractionation alone (Fig. 1A). Across the samples we found 5–72% of raw reads mapping to the *H. bakeri* genome and a low percentage of reads mapping to mouse (<2%), or ambiguous reads (<1%) defined as mapping equally well to *H. bakeri* and mouse (Fig. 1D). The high percentage of unmapped reads is not related to adapter fragments in the libraries, but is consistent with extracellular RNA libraries across a range of biological systems and likely reflects background (Heintz-Buschart et al., 2018). To compare the sRNA cargo with *T. muris* EVs, libraries were generated using UC purification of ES products collected between 4–22 h of culture as previously described (Shears et al., 2018). 

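The *T. muris* data used here came from 4 libraries, all from EVs purified by UC and made with the CleanTag kit and 18 PCR cycles. There was 1 library for each combination of treatments, which were no treatment, DNase, polyphosphatase, and DNase followed by polyphosphatase. By the paper's methods, both enzymes were applied to RNA, which was then precipitated with ethanol. Fig. 1B marks the 4 libraries as prepared at the same time. The deposited values are read counts for 110 parasite miRNAs and 158 mouse miRNAs. Parasite miRNA reads numbered 843997 without treatment, 1066317 with polyphosphatase, 46217 with DNase and 59284 with both treatments, and host miRNA reads numbered 696608, 779889, 89757 and 104037 in the same order. Each treatment was tested over the 2 states of the other in an additive edgeR model, so that no group held 2 libraries of the same treatment, and the spread was estimated from what that model left over. The 2 libraries from Optiprep-purified EVs whose counts stand in the same tables were not used here, and those from ExoQuick-purified EVs were not analysed here.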

We also re-analysed published sRNA libraries from *T. muris* EVs generated by Eichenberger et al., 2018a, Eichenberger et al., 2018b using Optiprep gradient purification from ES products collected daily from 4 h −5 days of culture, and generated by Tritten and Geary (2018) using ES products from 18-48 h of culture and purified by ExoQuick-TC (Fig. 1B). A detailed schematic of the analysis pipeline for both species is provided in Supplementary Fig. S2. Across the *T. muris* libraries, we find that 0.2–20% of the raw reads mapped to the *T. muris* genome, and 0.2–22% of raw reads mapped to mouse (Fig. 1F). Within *T. muris* libraries there are consistently higher proportions of mouse reads than in *H. bakeri* libraries, irrespective of which laboratories generated these. These differences could be attributed to the harvesting, the number of wash steps prior to culture, and the fact that the first 24 h of culture of ES products from *H. bakeri* is not included (whereas only the first 4 h of culture is excluded in *T. muris* ES products). Increases in the mouse sequences may also relate to the *T. muris* intracellular life stage, which might internalise more host material that is then released in EVs.

**Fig. 1:**
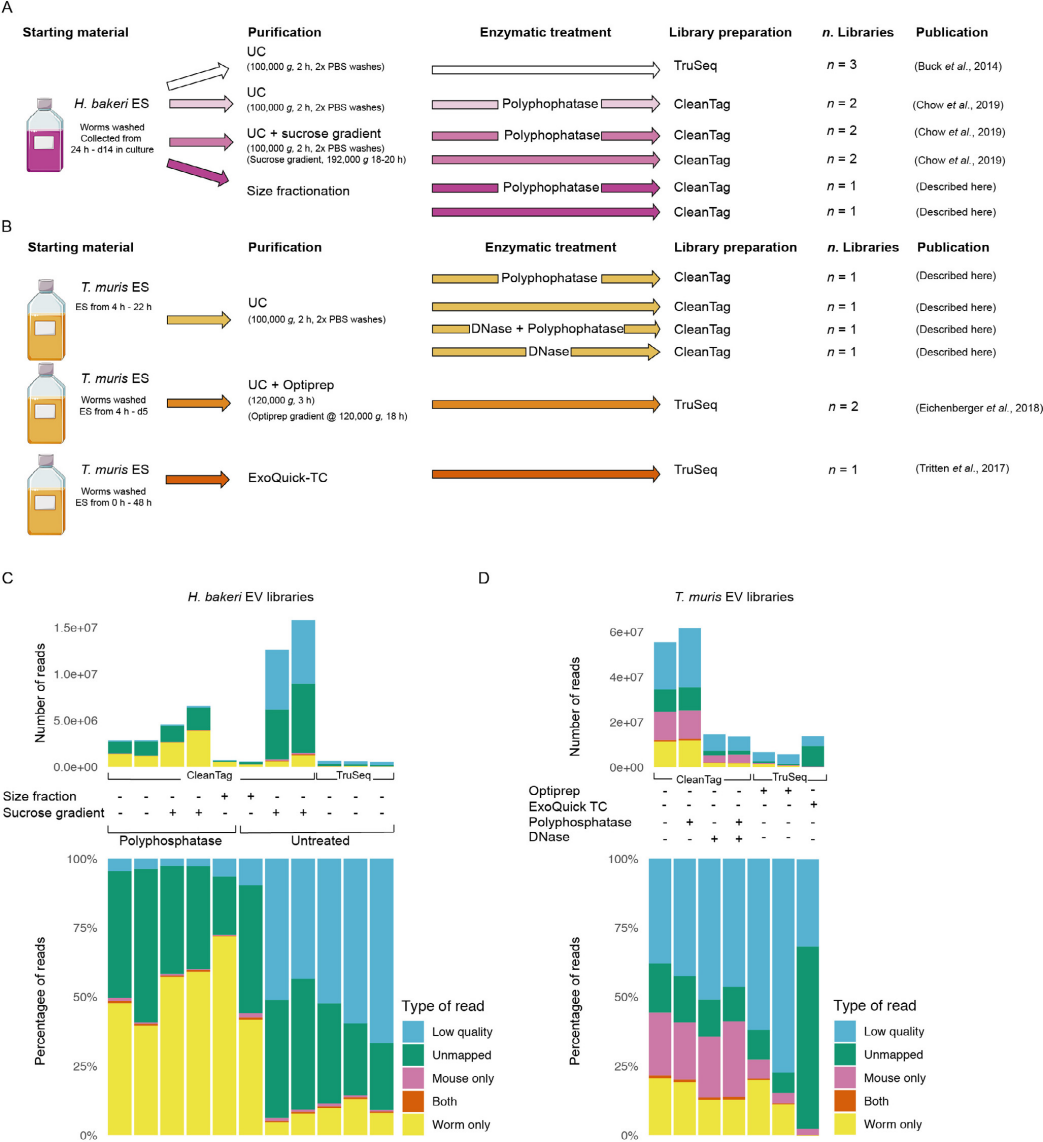
Genome mapping of *Heligmosomoides bakeri* and *Trichuris muris* extracellular vesicle (EV) small RNA libraries. A schematic depicting methods for generation of (A) *H. bakeri* EV small RNA libraries or (B) *T. muris* small RNA EV libraries. Libraries with the same colour arrows were prepared at the same time. For publicly available libraries the publication is cited, and should be referred to for more detailed methodologies. (C–F) The number and proportion of reads that were low quality, did not map to either the mouse or parasite genome (unmapped), mapped equally well to both genomes (both), mapped only to mouse or the respective parasite genomes, are shown for (C) *H. bakeri* small RNA libraries and (D) *T. muris* small RNA libraries. All *H. bakeri* EVs were first purified by ultracentrifugation (UC), with the exception of size fractionation; any further purification steps, sucrose gradient, polyphosphatase treatment, and library preparation protocol (Clean Tag, or TruSeq) are indicated. *Trichuris muris* EVs were all purified by UC except for those purified by Optiprep or ExoQuick as indicated. Treatment with either polyphosphatase or DNase, and the library kit used, are indicated. ES, Excretory/Secretory products; d, day; h, hour.

### 3.2 EVs from both *H. bakeri* and *T. muris* have a high proportion of sRNAs from repetitive or intergenic regions, however only *H. bakeri* sRNAs contain a 5′ triphosphate

To account for all classes of parasite sRNAs in EVs, we made libraries with and without polyphosphatase treatment. Treatment with the 5′ RNA polyphosphatase enzyme dephosphorylates the 5′ triphosphate group to a 5′ monophosphate, allowing the 5′ sequencing adapter to ligate to the RNA. As expected, polyphosphatase treatment of sRNA from *H. bakeri* EVs showed that the dominant category of sRNA is not miRNAs, but rather secondary siRNAs which are ~22–23 nt and begin with G (Chow et al., 2019) (Fig. 2A, B). In contrast, we did not observe differences in the size peak of reads, nor the starting nucleotide in polyphosphatase treated libraries from the *T. muris* EVs, suggesting that the same type of secondary siRNAs identified in *H. bakeri* EVs are not present in *T. muris* EVs (Fig. 2D). This is consistent with the finding that specific RdRPs involved in secondary siRNA biogenesis are not present outside clade III-V nematodes (Sarkies et al., 2015). We suspect that this class of secondary siRNA would also be absent within the *T. muris* adult worms, although this requires experimental confirmation. For *H. bakeri* libraries, the regions in the genome to which the sRNAs map changed dramatically with the polyphosphatase treatment, with an increase in those mapping to repetitive regions or “other” including intergenic regions (Fig. 3A). This is consistent with the secreted secondary siRNAs being derived from these regions of the genome, as described previously (Chow et al., 2019). For *T. muris* EV libraries, a large proportion of reads derived from repetitive or intergenic regions, however there was no change in the proportion of any biotype when polyphosphatase-treated. This suggests that no dominant species of sRNA in EVs from *T. muris* contain 5’ triphosphate moieties (Fig. 3B). *Trichuris muris* EV libraries also contained a large proportion of rRNA fragments, which may be degradation products given their range in size (Supplementary Fig. S3). It is notable that, in contrast to rRNAs, the sRNAs derived from intergenic or repetitive regions tend to show a narrower size distribution between 21 and 25 nt in length (Supplementary Fig. S3).

**Fig. 2:**
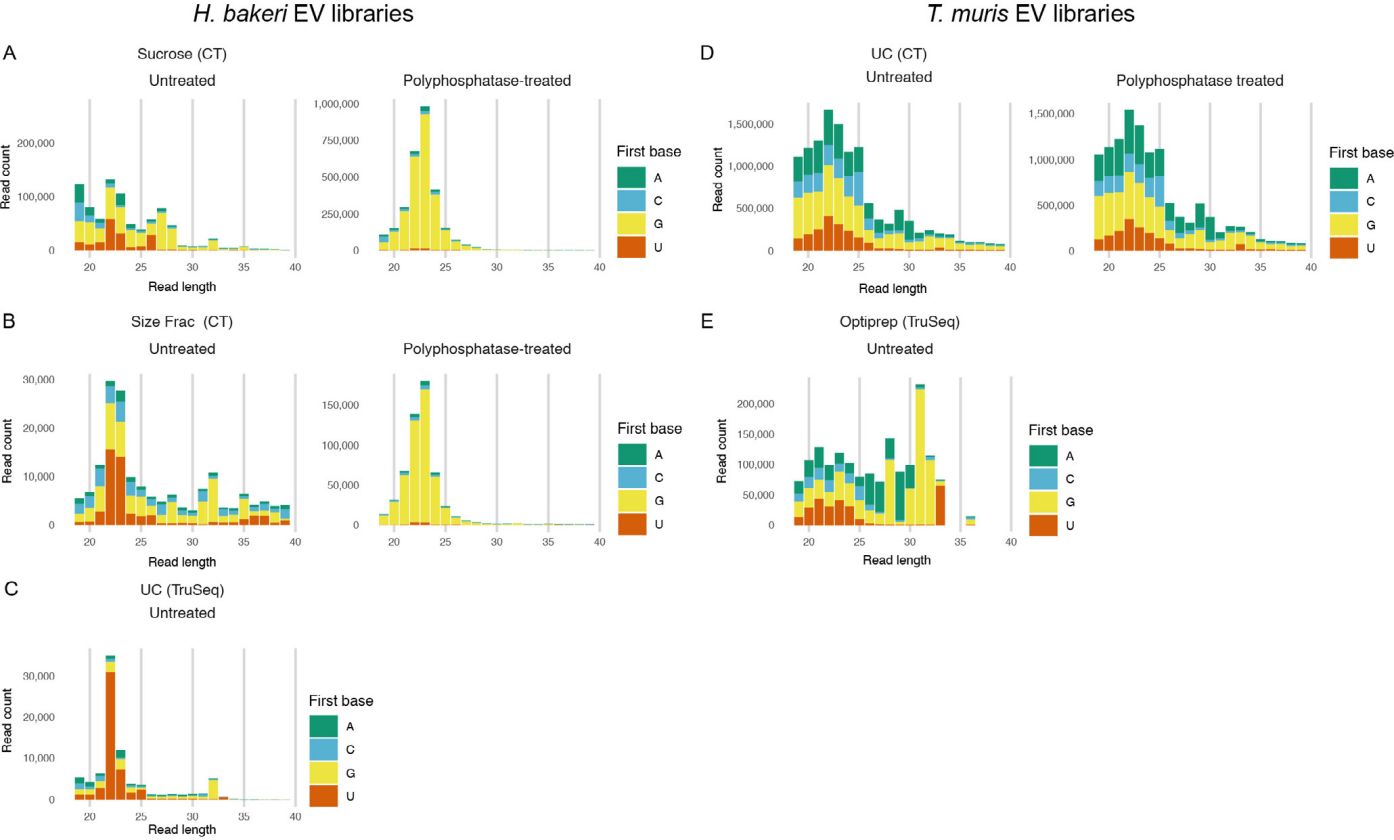
First nucleotide and length distribution for *Heligmosomoides bakeri* and *Trichuris muris* extracellular vesicle (EV) small RNA libraries. Nucleotide length distribution plots of small RNA reads indicating whether the first base of the read is A, C, G or U. (A–C) *Heligmosomoides bakeri* EV libraries and (D and E) *T. muris* EV libraries. (A) EVs purified by ultracentrifugation (UC) + sucrose gradient purification, and prepared using the Clean Tag method, that were either untreated (left) or polyphosphatase-treated (right). (B) EVs purified by size fractionation, and prepared using the Clean Tag method, that were either untreated (left) or polyphosphatase-treated (right). (C) EVs purified by UC and libraries prepared using TrueSeq. (D) EVs purified using UC and libraries prepared with the Clean Tag method that were either untreated (left) or polyphosphatase-treated (right). (E) EVs purified by Optiprep and libraries prepared by TruSeq. Frac, Fractionation; CT, CleanTag.

**Fig. 3:**
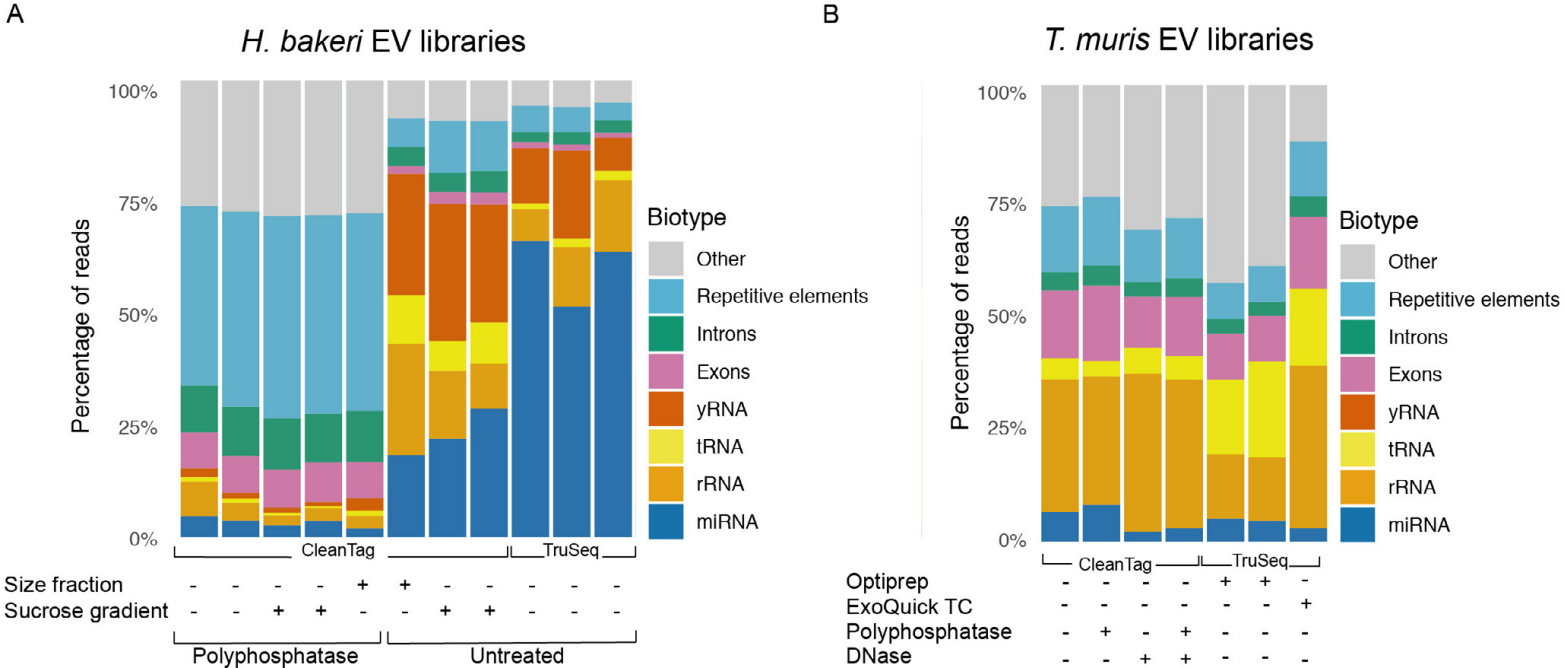
Parasite RNA biotypes for *Heligmosomoides bakeri* and *Trichuris muris* extracellular vesicle (EV) small RNA libraries. The proportion of reads for parasite small RNA biotypes for (A) *H. baker*i EV small RNA libraries or (B) *T. muris* EV small RNA libraries. (A) All *H. bakeri* EVs were first purified by ultracentrifugation (UC); any further purification steps (size fraction, sucrose gradient), polyphosphatase treatment, and library preparation protocol (Clean Tag or TruSeq) are indicated in the figure. (B) *Trichuris muris* EVs were all purified by UC except for those purified by Optiprep or ExoQuick as indicated. Treatment with either polyphosphatase or DNase, and the library kit used, is indicated in the figure. Reads mapping both sense and antisense to biotype categories are included.

### 3.3 Robust detection of miRNAs in *H. bakeri* EVs despite varying methodologies for isolation

The miRNAs represent 2–65% of the parasite sRNA reads in *H. bakeri* EVs, while in *T. muris* the miRNAs make up 2–8% (Fig. 3A, B). However, miRNAs are a class of interest because there is extensive focus on their role in cell-to-cell communication in mammals, and a framework for their capacity to suppress genes through RNA interference (Mateescu et al., 2017). To understand the reliability of parasite miRNAs identified across datasets, we compared the miRNA composition of 11 samples of *H. bakeri* EVs derived from different purification protocols, library preparation methods, and in the absence or presence of polyphosphatase treatment. A total of 94 parasite miRNAs were used for the analysis, based on the requirement that these were present in > 100 reads when summing across datasets (Supplementary Table S2). 

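Treatment of the RNA with polyphosphatase changed the miRNA composition of EVs purified on a sucrose gradient. hpo-miR-100-5p, a member of the miR-10 family, took 53.9% ± 5.02 (SD, n = 2) of parasite miRNA reads with treatment and 14.1% ± 2.62 (SD, n = 2) without, a log2 fold change of 3.31 (SE 0.55, adjusted p = 0.000367, edgeR). hpo-miR-10158b-5p rose from 0.0156% ± 0.0034 to 0.493% ± 0.111 (SD, n = 2 each), with a log2 fold change of 6.41 (SE 0.69, adjusted p = 9.28e-06, edgeR). Another 6 of the miRNAs that rose had no read in either untreated library; against a floor of 3 counts over that group, hpo-miR-10045-5p was at least 123.0-fold higher, hpo-miR-10061-5p at least 118-fold, hpo-miR-10069-3p at least 99.1-fold, hpo-miR-10127-3p at least 75.9-fold, hpo-miR-10058-5p at least 57.5-fold and hpo-miR-10067-5p at least 49.5-fold higher with treatment. hpo-miR-81-3p fell, from 10.2% ± 1.56 to 1.44% ± 0.087 (SD, n = 2 each), by 1.45 on the log2 scale (adjusted p = 0.0282, edgeR), and did not pass the test when the 2nd treated sucrose library was left out. In all, 17 of 92 miRNAs were higher and 2 were lower at an adjusted p under 0.05. Of the 17 miRNAs that rose, 12 began with G (70.6%), against 6 of the other 75 (8.0%, Fisher's exact test, two-sided, p = 2.19e-07). miRNAs are not independent units in this test, since some that rose are arms of the same hairpin, such as hpo-miR-10158b-5p and hpo-miR-10158b-3p. The size fraction EVs had 1 library per treatment, so that the spread in their test comes wholly from the other groups. In them hpo-miR-10158b-5p had 169 reads with treatment and 34 without (1.84% and 0.0864%), hpo-miR-10059-3p 80 and 2, and hpo-miR-10158b-3p 60 and 2. The last 2 did not pass when any 1 of the 4 treated UC or sucrose libraries was left out. hpo-miR-10158b-3p also did not pass on library totals or without the 1st TruSeq library. hpo-miR-100-5p was at 3.67% (95% Wilson interval 3.30 to 4.07) with and 3.90% (3.71 to 4.09) without treatment in the size fraction; its effect differed from that in sucrose EVs by -3.39 on the log2 scale (SE 0.91), which did not pass the test of the difference after adjustment over 92 miRNAs (adjusted p = 0.169, edgeR). Scaling to the total of parasite miRNA reads moved the log2 fold changes by a median of -1.34 and gave 14 higher and 22 lower miRNAs, DESeq2 gave 19 and 11, and leaving out the 2nd untreated sucrose library or the 1st TruSeq library gave 35 and 30 calls.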

Principle component analysis (PCA) of the 94 miRNAs present in 11 *H. bakeri* samples indicates that the largest proportion of variance is attributed to the different library preparation kits used, which should be considered for future comparative studies (Supplementary Fig. S4). 

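Among untreated libraries, EVs sequenced with the TruSeq kit and EVs sequenced with the CleanTag kit had different leading miRNAs. hpo-miR-81-3p took 38.4% ± 4.29 (SD, n = 3) of parasite miRNA reads in the TruSeq libraries, where it ranked first and was higher than in the untreated sucrose libraries (log2 fold change 2.39, SE 0.44, adjusted p = 0.000384, edgeR). hpo-miR-5885a-3p was higher in the TruSeq libraries, at 19.6% ± 3.16 (SD, n = 3) against 0.808% ± 0.210 (SD, n = 2), a log2 fold change of 5.06 (SE 0.50, adjusted p = 1.59e-06, edgeR). hpo-miR-71-5p, of a family that regulates lifespan in *Caenorhabditis elegans*, was lower there, at 0.647% ± 0.157 (SD, n = 3) against 20.6% ± 0.41 (SD, n = 2), a log2 fold change of -4.51 (SE 0.45, adjusted p = 1.59e-06, edgeR). hpo-let-7-5p, a regulator of developmental timing, was lower as well, at 0.545% against 8.54%, as were hpo-miR-34-5p, at 0.0736% against 2.59%, and hpo-miR-259-3p, at 0.848% against 13.8%. Of 92 miRNAs, 21 were higher and 19 were lower in the TruSeq libraries, and on library totals, which moved the log2 fold changes by a median of -0.46, 20 were higher and 30 lower. In a PCA of rlog counts over the 11 libraries, PC1 held 59.9% and PC2 20.9% of the variance. The TruSeq libraries lay at 12.4 to 13.0 on PC1, the polyphosphatase-treated UC and sucrose libraries at -11.3 to -8.00, the untreated sucrose libraries at -0.65 and 1.46, and the size fraction libraries at 3.77 without and -4.34 with treatment. The kits accounted for 48.3% of the variance (exact permutation test over 165 splits, p = 0.00606) and polyphosphatase treatment for 49.6% (exact permutation test over 462 splits, p = 0.00216), each p being the smallest its splits allow, and for 26.3% and 27.6% once the other was taken into account. All TruSeq libraries were untreated and came from an earlier study, and they were UC-purified while the untreated CleanTag libraries tested against them were sucrose-purified, so the kit cannot be told apart from that study's preparation. Purification differs by less where the kit is the same: among treated CleanTag libraries, UC-purified EVs were higher than sucrose-purified EVs by 0.50 (SE 0.44) on the log2 scale for hpo-miR-5885a-3p and lower by 0.65 (SE 0.46) for hpo-miR-71-5p, so purification does not account for the whole of these 2 differences unless it acts otherwise on untreated RNA. From the PCA, the paper concludes that the choice of kit needs to be considered when such libraries are compared.

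**Figure D1:**
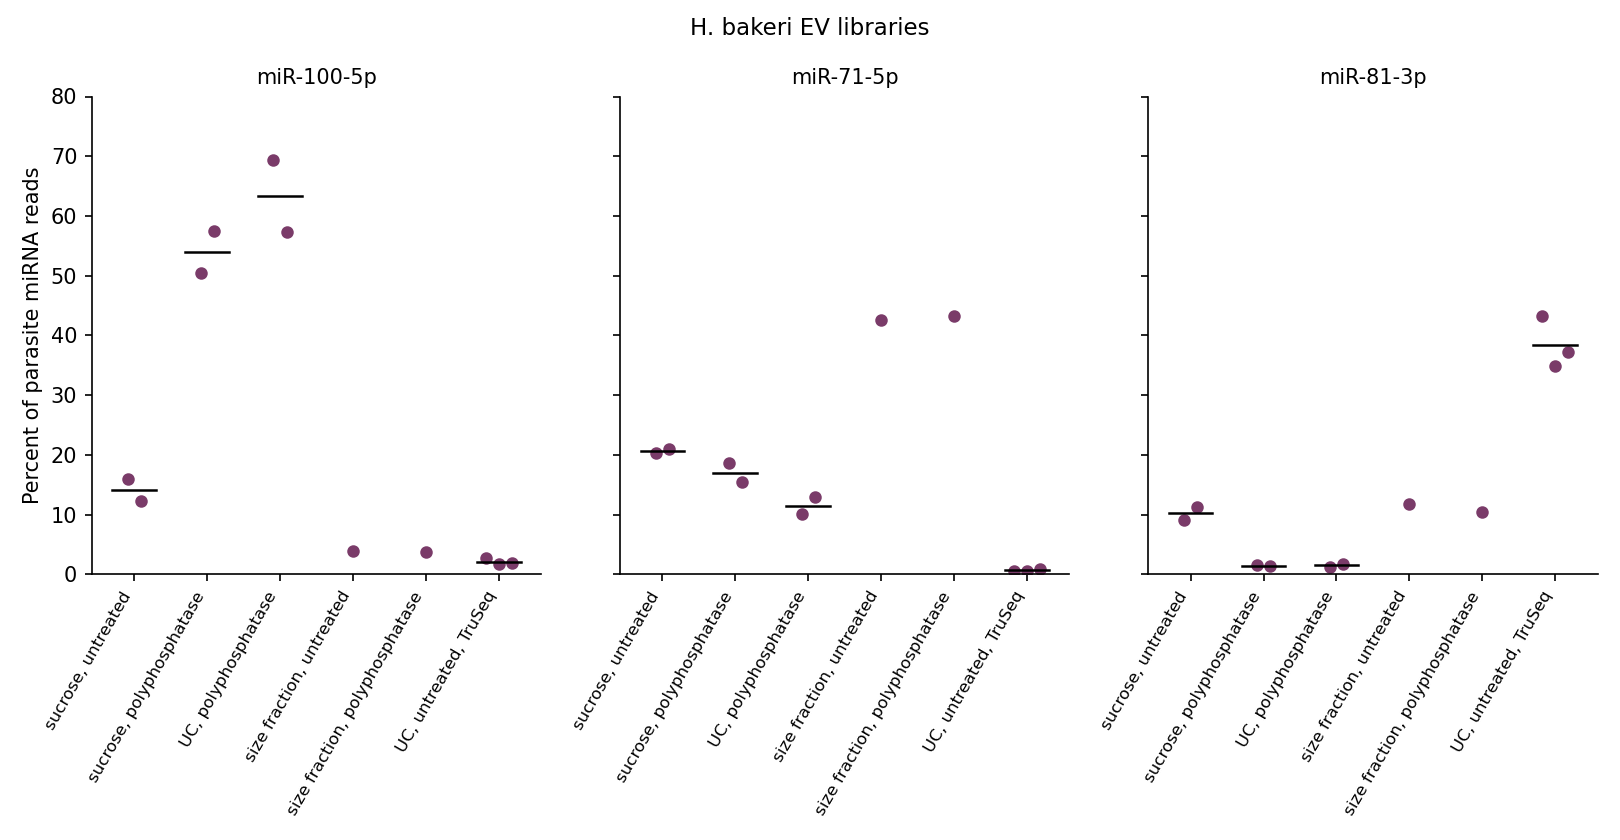
Share of parasite miRNA reads (percent) of selected miRNAs in each *H. bakeri* EV library, by purification, treatment and kit, with each point a library and each bar the mean of its group. hpo-miR-100-5p lies at 50.4% to 69.5% in the treated UC and sucrose libraries and at 1.67% to 2.82% in the TruSeq libraries.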

Interestingly, libraries clustered closely regardless of whether EVs were purified by UC alone, or with the addition of sucrose gradient purification (Supplementary Fig. S4). In particular, sucrose gradient purification did not make a difference in the identity and relative abundance of miRNAs detected compared with UC alone (*r*^2^ = 0.998) (Fig. 4A). This suggests that the *H. bakeri* EVs purified by UC (washed twice with PBS) do not contain non-vesicular miRNA contaminants, or that any contaminants will not be further removed by flotation on a sucrose gradient. 

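Polyphosphatase-treated EVs purified by UC alone and those purified further on a sucrose gradient were led by the same miRNAs. hpo-miR-100-5p took 63.4% ± 8.60 (SD, n = 2) of parasite miRNA reads in the UC libraries and ranked first in all 4 libraries. hpo-miR-71-5p was at 11.5% ± 2.06 in the UC libraries and 17.0% ± 2.33 in the sucrose libraries, and hpo-let-7-5p at 3.76% and 4.80% (SD, n = 2 each). No difference between these groups passed the test for any of 92 miRNAs (0 with edgeR and 0 with DESeq2; at an unadjusted p under 0.05, 1 with edgeR and 8 with DESeq2), the lowest adjusted p being 0.815 for hpo-miR-240-5p. Data were simulated for this comparison with the same dispersion for all miRNAs. In them, edgeR recovered 8% of log2 changes of 1, 37% of changes of 2 and 75% of changes of 3. Most small differences would be missed in such data with 2 libraries per group. In a PCA of the 8 CleanTag libraries alone, the UC libraries lay at -6.84 and -5.65 on PC1 and the treated sucrose libraries at -8.88 and -7.28, and the untreated sucrose libraries at 10.9 and 12.3. The UC and sucrose libraries were prepared apart, and no untreated UC library was made with this kit.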

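Across the 93 miRNAs, the mean rlog counts of the 2 treated sucrose libraries and the 2 treated UC libraries had a Pearson *r*2 of 0.956 and a Spearman rho of 0.958. In both purifications hpo-miR-100-5p had the highest mean share, followed by hpo-miR-71-5p, hpo-miR-259-3p (3.99% ± 1.13 in UC and 5.86% ± 1.57 in sucrose libraries, SD, n = 2 each) and hpo-let-7-5p, in the same order. The *r*2 was 0.896 between the 2 UC libraries and 0.955 between the 2 treated sucrose libraries; these are single libraries, and taking means of libraries raises *r*2 by itself. miRNAs are not independent replicates, and such a correlation measures the ranking of abundances over a wide range more than differences of single miRNAs. From the correlation in Fig. 4A, the paper proposes that UC-purified EVs hold no non-vesicular miRNA, or none that flotation on sucrose would remove.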

Libraries purified by size fractionation clustered further away by PCA (Supplementary Fig. S4), but still show very high correlations in terms of the miRNA cargoes with libraries of EVs purified by UC (*r*^2^ = 0.979) (Fig. 4B).

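EVs isolated by size fractionation differed from sucrose-purified EVs in several abundant miRNAs. The size fraction had 1 library per treatment, so its SD spans the treatments and the test takes its spread from the other groups. These libraries were prepared apart from the sucrose libraries, so purification cannot be told apart from preparation. hpo-lin-4-5p, a regulator of developmental timing, was at 5.05% ± 0.44 (SD, n = 2) of parasite miRNA reads in the size fraction and 0.371% ± 0.255 (SD, n = 4) in sucrose EVs, a log2 fold change of 3.51 (SE 0.42, adjusted p = 3.51e-05, edgeR). hpo-miR-100-5p was lower in the size fraction, at 3.78% ± 0.16 (SD, n = 2) against 34.0% ± 23.2 (SD, n = 4), a log2 fold change of -3.38 (SE 0.52, adjusted p = 0.000421, edgeR); the wide SD in sucrose EVs spans the 2 treatments. hpo-let-7-5p was lower (1.90% against 6.67%), as was hpo-miR-9-5p (1.13% against 3.26%), while hpo-miR-5885a-3p was higher (2.29% against 0.538%) and hpo-miR-5899a-5p, with 13 reads in the size fraction and 0 in sucrose EVs, was at least 62.0-fold higher. hpo-miR-71-5p was the most abundant miRNA of the size fraction, at 42.6% (95% Wilson interval 42.1 to 43.0) without and 43.3% (42.3 to 44.3) with polyphosphatase. In total 11 of 92 miRNAs were higher and 7 were lower in the size fraction; on library totals, which moved the log2 fold changes by a median of 0.54, 21 were higher and 7 lower, and without the 2nd untreated sucrose library 28 passed. Across miRNAs, the mean rlog counts of the size fraction and sucrose libraries had a Pearson *r*2 of 0.881 and a Spearman rho of 0.904. The *r*2 was 0.863 between the treated size fraction library and the treated UC libraries, and 0.846 between the treated and the untreated size fraction library.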

**Fig. 4:**
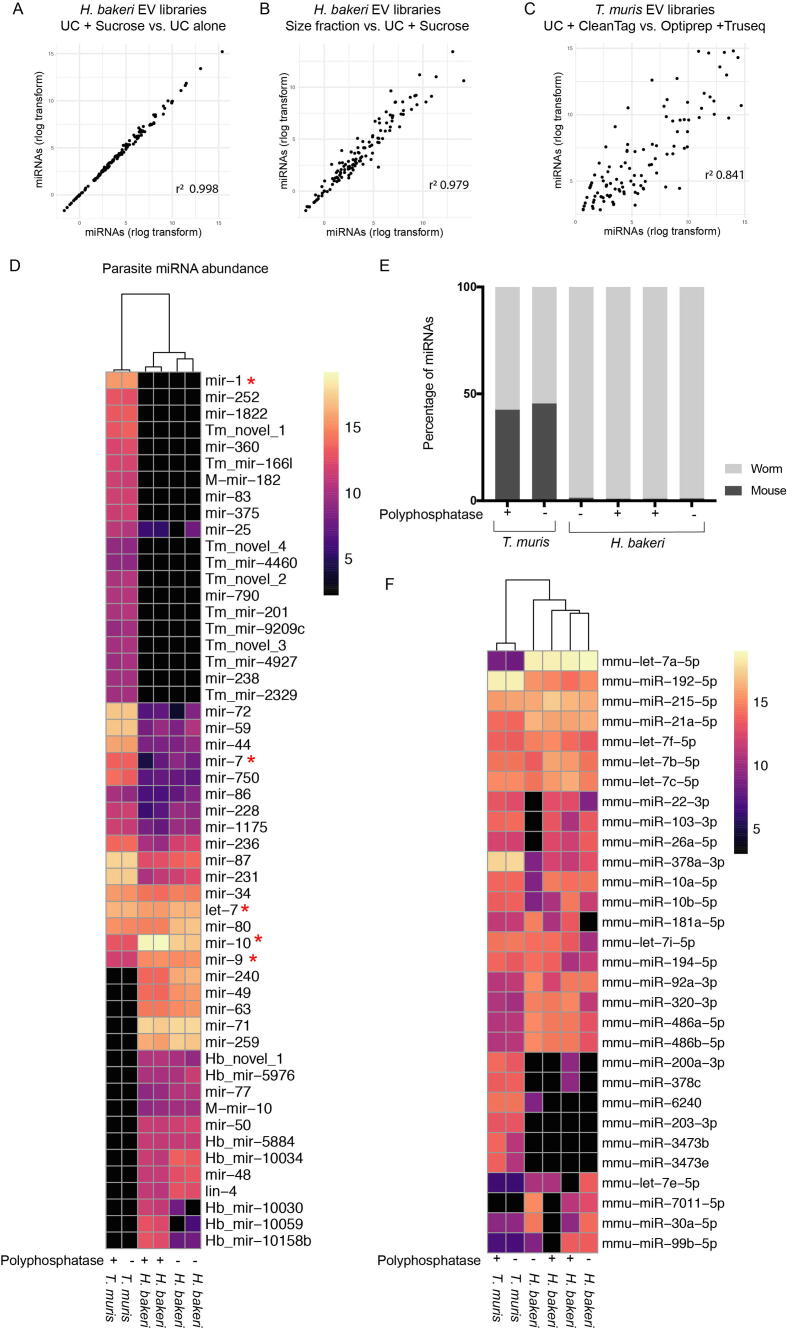
Comparison of microRNA (miRNA) cargo in *Heligmosomoides bakeri* and *Trichuris muris* extracellular vesicle (EV) small RNA libraries. Scatter plots of (A and B) rlog counts for 94 miRNAs, which were present in all of the *H. bakeri* EV libraries plotted and (C) rlog counts for 110 miRNA sequences present in all *T. muris* EV libraries plotted. (A) *Heligmosomoides. bakeri* EV libraries purified by ultracentrifugation (UC) + sucrose gradient versus *H. bakeri* EV libraries purified by UC alone. (B) *Heligmosomoides bakeri* EV libraries purified by size fractionation versus *H. bakeri* EV libraries purified by UC + sucrose gradient. (C) *Trichuris muris* EV libraries purified by UC and prepared using the Clean Tag kit in our laboratory versus *T. muris* EV libraries from Eichenberger et al., 2018a, Eichenberger et al., 2018b, purified by Optiprep and prepared using TruSeq. (D) Heatmap of parasite miRNA abundance broken down by miRNA families in *H. bakeri* and *T. muris* EV libraries (normalised to total parasite miRNA counts in each library). Red asterisks refer to miRNAs that are identical in sequence to mouse miRNAs. MiRNAs which are not identicial to mouse miRNAs, but share a common seed with a mouse miRNA, and not any other nematode miRNA are named with “M-”. MiRNAs which are species-specific are named with “Hb or Tm” at the start. (E) Percentage of identified miRNAs that were from the parasite or from mouse in different libraries. (F) Heatmap of mouse miRNAs found in *H. bakeri* and *T. muris* EV libraries (normalised to total mouse miRNA counts in each library).

Next, we compared the miRNA cargo of *T. muris* EVs prepared here, with the cargo from EVs described in Eichenberger et al., 2018a, Eichenberger et al., 2018b, using 110 parasite miRNAs that could be detected across all the samples with high confidence (>100 reads). We saw a strong correlation (*r*^2^ = 0.841) in the parasite miRNA cargo, which is striking considering that the samples were generated in different laboratories, purified by different methodologies, and prepared with different library protocols (Fig. 4C). In particular, there was an overlap of 20 out of the top 25 miRNA families from both sets of *T. muris* EV libraries (Supplementary Table S3). Together, this work suggests that the detection of miRNAs in EVs from a given helminth is robust across purification methods, but also points to potential variation in other classes of sRNAs. For example, the samples from Eichenberger et al., 2018a, Eichenberger et al., 2018b contain a higher proportion of tRNA fragments (Fig. 3B) which are distinguishable as a peak at ~31 nt (Fig. 2E). tRNA fragments were captured in our *T. muris* libraries (Fig. 3B) but in a much lower proportion of total reads, and we detected larger proportions of rRNA fragments.

### 3.4 Differences in parasite miRNA cargo between *H. bakeri* and *T. muris* EVs

To compare the individual parasite-derived miRNAs in *H. bakeri* and *T. muris* EVs*,* we focused on the libraries prepared with the CleanTag library kit in our laboratory, using both untreated and polyphosphatase-treated RNA. 

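The data for the comparison of parasite miRNA families were the counts of the 4 *H. bakeri* sucrose libraries and the 2 *T. muris* UC libraries without DNase, in each case with and without polyphosphatase. Counts of miRNAs were summed by the family names the authors gave in Supplementary Tables S4 and S5, with the letter case of names ignored. *H. bakeri* had 60 families and *T. muris* 100, of which 20 were in both tables. Shares are percentages of all parasite miRNA reads of a library, and the 20 families in both were tested with edgeR on the totals of parasite miRNA reads, to which the paper also scales, with species and polyphosphatase treatment as terms. The same test was run over all 12 CleanTag libraries. These add the UC and size fraction libraries of *H. bakeri* and the DNase-treated libraries of *T. muris*. Only miRNAs above 100 summed reads stand in each species' table, so a family missing from a table lay under that minimum and is not shown to be absent. Species, time of collection (4 to 22 h of culture against days 2 to 8) and library batch differ together between the groups, and cannot be told apart here; purification differs with them in the 6 libraries, while the 12 hold 2 *H. bakeri* libraries purified by UC, as those of *T. muris* were.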

First, we assigned miRNA families based on identical seed matches to known Nematoda miRNAs (in cases where there is more than one gene family for a given seed, we have included this information in Supplementary Tables S4, S5). In several cases, the seed sites of the parasite miRNAs did not match a known nematode miRNA, but did match a mouse miRNA. We do not assume these miRNAs share common ancestry between nematodes and mammals but believe these are worth highlighting since the parasite miRNA could potentially mimic the host miRNA function in the host cell. We have classified the gene families of these parasite miRNAs as “M-mir-X” (“M” stands for mouse) (Fig. 4D). miRNAs that did not have a seed match to known Nematoda, or any mammalian miRNA families, were labelled “Hb” or “Tm”, followed by the miRNA name assigned by miRDeep2, or were labelled “novel” if no name was assigned. We then compared the abundance of the top 40 miRNAs from each parasite, combining miRNAs that shared the same seed as one family (Fig. 4D). As expected, samples from the same nematode species clustered together, although some miRNA families are present and highly abundant in both *H. bakeri* and *T. muris* EVs, including: miR-10, miR-9, miR-87, let-7, miR-80, and miR-34 (Fig. 4D). This is consistent with a recent review from Sotillo et al., (2020), which compared miRNA cargo across a large number of helminths, and found miR-10 and let-7 to be common to all species, with miR-71 and lin-4 also common to all nematodes except *T. muris* (Sotillo et al., 2020). 

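Of these 6 families, miR-10 and miR-9 were lower, miR-87 and miR-34 were higher, and let-7 and miR-80 did not pass the test, with *T. muris* set against *H. bakeri*. The miR-10 family, which includes miR-100, took 35.0% ± 23.2 (SD, n = 4) of parasite miRNA reads in *H. bakeri* and 0.745% ± 0.048 (SD, n = 2) in *T. muris*, a log2 fold change of -5.18 (SE 0.64, adjusted p = 0.00135, edgeR). The miR-9 family was at 3.48% ± 0.16 (SD, n = 4) and 0.341% ± 0.026 (SD, n = 2), a log2 fold change of -3.35 (SE 0.37, adjusted p = 0.000917, edgeR). The miR-87 family was at 0.937% ± 0.363 (SD, n = 4) in *H. bakeri* and 19.6% ± 0.85 (SD, n = 2) in *T. muris*, where it held the largest share of any family (log2 fold change 4.50, SE 0.38, adjusted p = 0.000442, edgeR). The let-7 family was at 6.67% ± 2.17 and 8.36% ± 0.34 (log2 fold change 0.40, adjusted p = 0.287, edgeR) and the miR-80 family at 7.39% ± 5.65 and 3.19% ± 0.48 (log2 fold change -0.64, adjusted p = 0.396, edgeR), with n = 4 and n = 2. The miR-34 family was at 2.11% ± 0.60 and 4.38% ± 0.67 (log2 fold change 1.11, adjusted p = 0.0388, edgeR) and did not pass when any 1 of the *H. bakeri* libraries or the treated *T. muris* library was left out. With TMM factors in place of totals the direction of let-7 (log2 fold change -2.36) and of miR-34 (-1.66) turned and miR-80 was at -3.48, as the log2 fold changes of the families moved by a median of -2.76; with TMM factors and with DESeq2, let-7 and miR-80 both passed the test as lower in *T. muris*. Adjusted over the list alone, the counts were again 2 higher and 2 lower; the study chose these families on the same libraries, so they are not independent evidence.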

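The miR-71 and lin-4 families stood among the *H. bakeri* families with no entry in the *T. muris* table. The miR-71 family was the second largest in sucrose-purified *H. bakeri* EVs, with 18.8% ± 2.49 (SD, n = 4) of parasite miRNA reads, from 135535 reads. Over the 8 *H. bakeri* CleanTag libraries its share was 23.0% ± 12.8 (SD). The lin-4 family held 0.403% ± 0.252 (SD, n = 4) in sucrose-purified EVs, from 3235 reads, and 1.51% ± 2.21 (SD, n = 8) over all CleanTag libraries. The *T. muris* table holds miRNAs with more than 100 summed reads, so a lower level of these families there was not excluded.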

In agreement with these findings, we detected miR-71 and lin-4 only in *H. bakeri* libraries. A subset of nematode miRNA families were present in both datasets, but enriched in *T. muris* EVs including miR-44, miR-72, miR-59, and to a lesser extent miR-7 and miR-750. 

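All 5 of these families were higher in *T. muris* EVs, and together they took 35.0% of parasite miRNA reads in *T. muris* and 0.131% in *H. bakeri*. The miR-72 family was at 13.5% ± 1.09 (SD, n = 2) in *T. muris* and 0.0151% ± 0.0146 (SD, n = 4) in *H. bakeri*, a log2 fold change of 9.79 (SE 1.33, adjusted p = 0.00182, edgeR). The miR-59 family was at 13.3% ± 0.24 and 0.0675% ± 0.0521 (log2 fold change 7.69, SE 0.83, adjusted p = 0.000917, edgeR), and the miR-44 family at 5.81% ± 0.54 and 0.0136% ± 0.0133 (log2 fold change 8.73, SE 1.49, adjusted p = 0.0042, edgeR). The miR-7 family was at 1.13% and 0.0209% (log2 fold change 6.10) and the miR-750 family at 1.30% and 0.0138% (log2 fold change 6.53). All 21620 *T. muris* reads of the miR-7 family were of miR-7-5p, which is identical to mmu-miR-7a-5p. Host reads among them were not excluded, and the paper states that some reads of such miRNAs could come from the host. Over the 12 CleanTag libraries all 5 passed as well, and each lay higher in every *T. muris* library than in any of the 8 *H. bakeri* libraries, the 2 UC-purified ones included, so that purification alone does not account for these differences. All 5 passed when adjusted over the list alone, and all 5 had been chosen by the study on these libraries, so the count is not independent evidence. Without the treated *T. muris* library miR-44 did not pass the test and the number of the 20 families that differed was 9 in place of 17.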

Strikingly, *H. bakeri* and *T. muris* EVs contained many miRNA families that were not detected in the other species: 17 in *H. bakeri* and 19 in *T. muris* of the miRNAs in the top 40 most abundant miRNAs (Fig. 4D and Supplementary Tables S4, S5). 

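Among the 40 *H. bakeri* miRNAs with the most reads in the sucrose libraries there were 26 families, and 17 of them had no entry for *T. muris*. Among the 40 *T. muris* miRNAs with the most reads in the libraries without DNase there were 36 families, and 19 of them had no entry for *H. bakeri*. The *H. bakeri* families included miR-71, miR-259, miR-240, miR-49, miR-63, lin-4, miR-50 and miR-77, and the *T. muris* families included miR-1822, miR-252, miR-360, miR-375, miR-238 and miR-1. These counts go by the family names of the tables, and miRNAs alike in nucleotides 2 to 8 can stand under different names. hpo-miR-1-3p stands in the *H. bakeri* table under another family name. Grouped by identical nucleotides 2 to 8 in place of the authors' family names, the same miRNAs gave 21 and 18 such families. From these lists the paper states that the EVs of each species held many families not detected in the other.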

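Each parasite's EVs held abundant families with no entry in the other parasite's table. In sucrose-purified *H. bakeri* EVs the miR-259 family held 10.7% ± 5.47 of parasite miRNA reads, the miR-240 family 4.57% ± 3.90, the miR-63 family 2.85% ± 1.00 and the miR-49 family 2.77% ± 1.64 (SD, n = 4 each). In *T. muris* EVs without DNase the miR-1 family held 4.79% ± 0.06, the miR-1822 family 0.981% ± 0.075, the miR-252 family 0.715% ± 0.138 and the miR-360 family 0.491% ± 0.091 (SD, n = 2 each). The miR-240 share in *H. bakeri* ranged from 1.25% to 8.82% between libraries. These families were not tested between species, because each family name stands in 1 of the tables only; for miR-1 this is a matter of naming, as the *H. bakeri* table holds hpo-miR-1-3p.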

The top unique families for *H. bakeri* were miR-71, miR-240, miR-49, miR-259 and miR-63 and for *T. muris* miR-1822 (which has a seed site identical to the host miR-22), miR-252, miR-360 and miR-1. It is worth noting that the miR-1 family, as well as let-7, miR-10, miR-7 and miR-9 families, contain members that are identical in sequence to the host miRNAs (indicated by red asterisks, Fig. 4D) and some of these could in fact derive from the host (detailed further below). Additionally, some species-specific miRNAs were found in the top 40 list that do not have a seed matching to a known miRNA family (Fig. 4D). 

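4 of the parasite miRNAs in the tables have the mature sequence of 1 of the 158 mouse miRNAs in the host table, over the shorter of both lengths; other mouse miRNAs were not compared. hpo-let-7-5p is identical to mmu-let-7a-5p and held 6.67% ± 2.17 (SD, n = 4) of parasite miRNA reads in sucrose-purified *H. bakeri* EVs, and the *T. muris* let-7-5p, identical to the same mouse miRNA, held 8.30% ± 0.36 (SD, n = 2). The *T. muris* miR-7-5p is identical to mmu-miR-7a-5p and held 1.13% of reads (n = 2). hpo-miR-1-3p is identical to mmu-miR-1a-3p and had 267 reads in the 4 sucrose libraries, a share of 0.0356% ± 0.0187 (SD, n = 4); its family is given as mir-10 in the table of *H. bakeri* families. The *T. muris* miR-1-3p differs from mmu-miR-1a-3p at 1 position.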

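Families named for 1 species, whose seed matches no family known from nematodes or mammals, were many but held few reads. *H. bakeri* had 28 such names, 7 of them among the 40 most abundant miRNAs, which included miR-10034, miR-5884, miR-5976-5p, miR-10059, miR-10158b and miR-10030, and all 28 together took 2.50% ± 0.58 (SD, n = 4) of parasite miRNA reads. *T. muris* had 64 such names, 10 of them among the 40 most abundant miRNAs, which included miR-166l, miR-201, miR-4927, miR-2329, miR-9209c and miR-4460, and all 64 together took 2.82% ± 0.40 (SD, n = 2). Families whose seed matches a mouse but no nematode miRNA numbered 1 in *H. bakeri* and 4 in *T. muris*.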

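Among the 20 families in both tables, 14 were higher and 3 were lower in *T. muris* EVs than in *H. bakeri* EVs at an adjusted p under 0.05 (edgeR, on totals of parasite miRNA reads). The miR-231 family was higher in *T. muris*, at 15.1% ± 0.80 (SD, n = 2) against 0.288% ± 0.161 (SD, n = 4), a log2 fold change of 5.88 (SE 0.50, adjusted p = 0.000442, edgeR). The miR-236 family, at 1.34% against 0.245%, passed the test on totals (log2 fold change 2.93, adjusted p = 0.00857, edgeR) but not with TMM factors, and its log2 fold change with DESeq2 was slightly below 0. With TMM factors 7 of the 20 families were higher and 6 lower, and with DESeq2 7 were higher and 7 lower. Families in both tables held 88.9% ± 0.44 (SD, n = 2) of parasite miRNA reads in *T. muris* and 56.4% ± 14.2 (SD, n = 4) in *H. bakeri*.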

Overall, the miRNA cargo of EVs from these different nematode species was highly distinct, suggesting they could have different sets of target genes.

### 3.5 Host miRNA content of *T. muris* and *H. bakeri* EVs

Most of the studies on helminth EVs focus only on parasite miRNAs, yet one report in *T. muris* previously suggested host miRNAs can also be present (Tritten and Geary, 2018). In order to examine the host miRNAs in our datasets, we analysed all of the reads mapping to the mouse genome (that do not map to the parasite genomes also) and classified the biotypes present. Most of the mouse RNAs are rRNAs, and to a lesser extent miRNAs and tRNA fragments (Supplementary Fig. S5). To classify the host miRNAs present in *H. bakeri* and *T. muris* samples, we combined all libraries and quantified them using miRDeep2, requiring > /=100 read counts for inclusion, when summing across the samples. 

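The host miRNA data were the authors' read counts of 158 mouse miRNAs in the 11 *H. bakeri* and 4 *T. muris* libraries. *H. bakeri* libraries had 89 to 4120 host miRNA reads, with a median of 430, and a count of 0 allows a share of host miRNA reads of up to 3.37% in the smallest of them and 0.0728% in the largest. The host share of a library was computed as host miRNA reads over the sum of parasite and host miRNA reads, and the sum is not the depth of the library. Composition is given as a percentage of all host miRNA reads of a library and was tested with edgeR on those totals, with species and polyphosphatase treatment as terms, over 157 miRNAs in the 6 libraries of Fig. 4F and 158 in the 12 CleanTag libraries. Counting was made on reads that map to the mouse genome and not to the parasite's, a step the deposited counts already include.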

PCA showed a clear separation of EVs from *H. bakeri* and *T. muris*, irrespective of which laboratory isolated these or how the libraries were prepared (Supplementary Fig. S6). 

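Host miRNAs separated the *T. muris* from the *H. bakeri* libraries. In a PCA of rlog counts of 158 host miRNAs over 15 libraries, the 4 *T. muris* libraries lay at 6.38 to 14.3 on PC1 and the 11 *H. bakeri* libraries at -6.86 to 1.01. PC1 held 50.4% and PC2 11.2% of the variance. mmu-miR-192-5p, an miRNA abundant in the intestinal epithelium, was the leading host miRNA of each *T. muris* library, at 36.3% to 55.2% of host miRNA reads, and lay at 1.73% to 12.3% in the *H. bakeri* libraries. Within *T. muris*, the libraries without DNase lay at 12.5 and 14.3 and those with DNase at 6.38 and 6.49 on PC1. Depth goes with both differences and cannot be told apart from them on this axis. *H. bakeri* libraries had 89 to 4120 host miRNA reads and *T. muris* libraries 89757 to 779889, with fewer in those with DNase than without. The Optiprep libraries of the paper's PCA were not used here, so the separation by laboratory was not analysed here.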

We found only trace quantities of the host miRNAs in *H. bakeri* libraries (Fig. 4E). In contrast, in the *T. muris* libraries the host miRNAs are nearly as abundant as those from the parasite (Fig. 4E). 

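Host miRNAs made up 0.872% ± 0.357 (SD, n = 11) of all miRNA reads in the *H. bakeri* libraries, with a range of 0.200% to 1.44%. Sucrose-purified EVs had 1.12% ± 0.23 (SD, n = 4), UC-purified EVs made with the CleanTag kit 0.907% ± 0.140 (SD, n = 2), size fraction EVs 1.03% ± 0.07 (SD, n = 2) and UC-purified EVs made with the TruSeq kit 0.411% ± 0.276 (SD, n = 3). mmu-let-7a-5p, which has the same sequence as hpo-let-7-5p, was the most abundant of these host miRNAs in sucrose-purified EVs. Without the let-7 miRNAs of both species the host share was 0.553% ± 0.223 (SD, n = 11).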

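In the 4 *T. muris* libraries host miRNAs made up 54.3% ± 12.3 (SD) of all miRNA reads. The share was 45.2% (95% Wilson interval 45.1 to 45.3) without treatment, 42.2% (42.2 to 42.3) with polyphosphatase, 66.0% (65.8 to 66.3) with DNase and 63.7% (63.5 to 63.9) with both. Its mean exceeded that of the 11 *H. bakeri* libraries by 53.4 percentage points (exact permutation test over 1365 splits, two-sided, p = 0.000733, the smallest these splits allow). Among the 12 CleanTag libraries the difference was 53.3 percentage points (exact permutation test, p = 0.00202). For the 6 libraries of Fig. 4E the shares were 43.7% ± 2.10 (SD, n = 2) and 1.12% (n = 4), and no split of 2 against 4 can give a p under 0.0667 by an exact permutation test.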

We then compared the relative abundance of individual host miRNA sequences in *H. bakeri* and *T. muris* EV libraries (as was done for the parasite miRNAs). As expected, each of these samples clustered by nematode (Fig. 4F). 

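mmu-miR-192-5p and mmu-miR-378a-3p were higher and mmu-let-7a-5p was lower among the host miRNAs of *T. muris* EVs than among those of *H. bakeri* EVs. mmu-miR-192-5p took 36.4% ± 0.05 (SD, n = 2) of host miRNA reads in *T. muris* and 3.29% ± 1.18 (SD, n = 4) in *H. bakeri*, a log2 fold change of 3.53 (SE 0.37, adjusted p = 5.39e-18, edgeR). mmu-miR-378a-3p, whose host gene encodes a regulator of mitochondrial metabolism, took 20.4% ± 1.75 (SD, n = 2) and 0.386% ± 0.284 (SD, n = 4), a log2 fold change of 5.71 (SE 0.61, adjusted p = 8.85e-18, edgeR). The 5 members of the miR-378 family together had 39 reads in the 4 *H. bakeri* libraries, of which 38 were mmu-miR-378a-3p and 1 mmu-miR-378c, while mmu-miR-378b, mmu-miR-378d and mmu-miR-378a-5p had none. At their shares in *T. muris*, the 8043 host miRNA reads of *H. bakeri* would have held 1632 reads of mmu-miR-378a-3p, 99.7 of mmu-miR-378c and 23.3 of mmu-miR-378d, but only 1.47 of mmu-miR-378b and 1.28 of mmu-miR-378a-5p, so the last 2 were not detectable at this depth. Of the family, 1 member was higher at an adjusted p under 0.05 and 3 when adjusted over the list alone. The family held 21.9% ± 1.78 (SD, n = 2) of host miRNA reads in *T. muris* and 0.405% ± 0.279 (SD, n = 4) in *H. bakeri*. In the *T. muris* libraries with DNase, which are not among these, it held 4.16% ± 2.69 (SD, n = 2). *T. muris* libraries had 184 times as many host miRNA reads, 1476497; of the 158 host miRNAs, 73 had no read in *H. bakeri*, and 44 of these would have had under 3 reads at their share in *T. muris*. The lists of the 20 host miRNAs with the most reads had 9 in common, which were mmu-miR-192-5p, mmu-miR-215-5p, mmu-miR-194-5p, mmu-miR-21a-5p, mmu-miR-10a-5p, mmu-let-7b-5p, mmu-let-7c-5p, mmu-let-7f-5p and mmu-let-7i-5p. In all 3 host miRNAs were higher and 2 were lower of 157 tested; with TMM factors, which moved the log2 fold changes by a median of 1.00, 9 were higher and 2 lower, and with DESeq2 13 were higher and 8 lower.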

Although some host miRNAs were dominant in both (10 of the top 20 most abundant miRNAs were common between the parasite EVs) a large number of miRNAs present in *T. muris* libraries were not detected in those of *H. bakeri,* for example miR-378 family members (Fig. 4F, Supplementary Table S6). These miRNAs are not similar to any of the *T. muris* miRNAs, and therefore are not expected to result from sequencing errors of parasite miRNAs. 

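Each of the 5 miR-378 members differs at 7 to 11 positions from the nearest *T. muris* miRNA in the tables, in an ungapped alignment from the 5′ end over the shorter length. The nearest *T. muris* miRNA to mmu-miR-378a-3p is miR-4927-3p, at 8 mismatches, and to mmu-miR-378c the same miRNA at 7. miR-4927-3p held 0.0913% ± 0.0183 (SD, n = 2) of parasite miRNA reads in the libraries without DNase, from 1716 reads, against 299612 reads of mmu-miR-378a-3p in the same libraries.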

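Of the 158 host miRNAs, 13 had a parasite miRNA within 2 mismatches in either table, and all the others had none. The 13 were the let-7 miRNAs a to g and mmu-miR-98-5p, near let-7-5p of both parasites, mmu-miR-31-5p, at 1 mismatch from miR-72-5p of both, mmu-miR-92a-3p, mmu-miR-1a-3p, and mmu-miR-7a-5p and mmu-miR-7b-5p. These 13 miRNAs held 9.02% ± 0.10 (SD, n = 2) of host miRNA reads in *T. muris* EVs and 55.2% ± 6.78 (SD, n = 4) in *H. bakeri* EVs. In the authors' table, 107 of the 158 had no match to either parasite genome, and they held 80.5% ± 1.16 (SD, n = 2) of host miRNA reads in *T. muris* and 32.1% ± 7.13 (SD, n = 4) in *H. bakeri*. Across the 158 host miRNAs, the ranks by reads in the 2 species had a Spearman rho of 0.403, and miRNAs are not independent replicates.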

Most of the host miRNAs identified here also do not match the parasite genomes (even when allowing up to two mismatches, Supplementary Table S7) and are present in distinct abundance rankings between species, suggesting these are not laboratory contaminants or unclassified parasite RNAs (Fig. 4F). One host miRNA was significantly more dominant in *H. bakeri* compared with *T. muris* samples and this miRNA (let-7a-5p) is identical in mouse and nematode. 

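mmu-let-7a-5p took 41.6% ± 7.80 (SD, n = 4) of host miRNA reads in sucrose-purified *H. bakeri* EVs, from 3681 reads, and 0.0357% ± 0.0080 (SD, n = 2) in *T. muris* EVs without DNase, from 531 reads. This was a log2 fold change of -10.2 in *T. muris* (SE 0.42, adjusted p = 6.5e-83, edgeR), the lowest adjusted p of 157 host miRNAs. Such a p rests largely on a spread shared over miRNAs, and does not measure the spread between so few libraries. Of the 9 members of the host let-7 list only mmu-let-7a-5p passed the test here, also when adjusted over the list alone. The test recovered few changes in data simulated with the same dispersion for all host miRNAs. The real fit called mmu-miR-192-5p at a change below the largest one simulated. The simulation therefore does not measure which effects the real test could detect. At its share in *T. muris*, mmu-let-7c-5p would have had 281.1 reads in *H. bakeri* and had 286. For mmu-let-7i-5p these numbers were 168.7 and 64, and for mmu-let-7e-5p 0.60 and 54. Over the 12 CleanTag libraries mmu-let-7e-5p was lower in *T. muris* as well (log2 fold change -5.33, adjusted p = 0.0208, edgeR). mmu-miR-7011-5p was the other host miRNA that was lower in *T. muris*, with 98 reads in *H. bakeri* and 0 in *T. muris* (at least 5996.8-fold lower); it was not read in every *H. bakeri* library and did not pass without either of the *T. muris* libraries, without the 2nd treated sucrose library or with species as the only term (adjusted p = 0.0519), and without either untreated sucrose library it had too few reads to be tested. Of 11 miRNAs of epithelia in a list fixed before the data were examined, mmu-miR-192-5p was higher in *T. muris*, 10 did not pass the test, and 3 were higher when adjusted over the list alone; together they took 46.1% ± 0.20 (SD, n = 2) and 14.0% ± 3.35 (SD, n = 4), or 29.3% ± 17.8 (SD, n = 8) and up to 53.5% over all *H. bakeri* CleanTag libraries. Of the miRNAs of blood and immune cells, 4 of 11 could be tested and none passed, while 2 were lower when adjusted over the list alone, and the 5 in the table took 0.491% ± 0.013 in *T. muris* and 5.24% ± 2.61 in *H. bakeri*; of the miRNAs of muscle and connective tissue, 3 of 7 could be tested and none passed. Counts of these libraries in the supplementary tables had been seen when the lists were fixed, so they are not independent evidence. From the low level of host miRNAs in *H. bakeri*, the paper proposes that these let-7a reads derive from the parasite and carry changed 3′ ends.

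**Figure D2:**
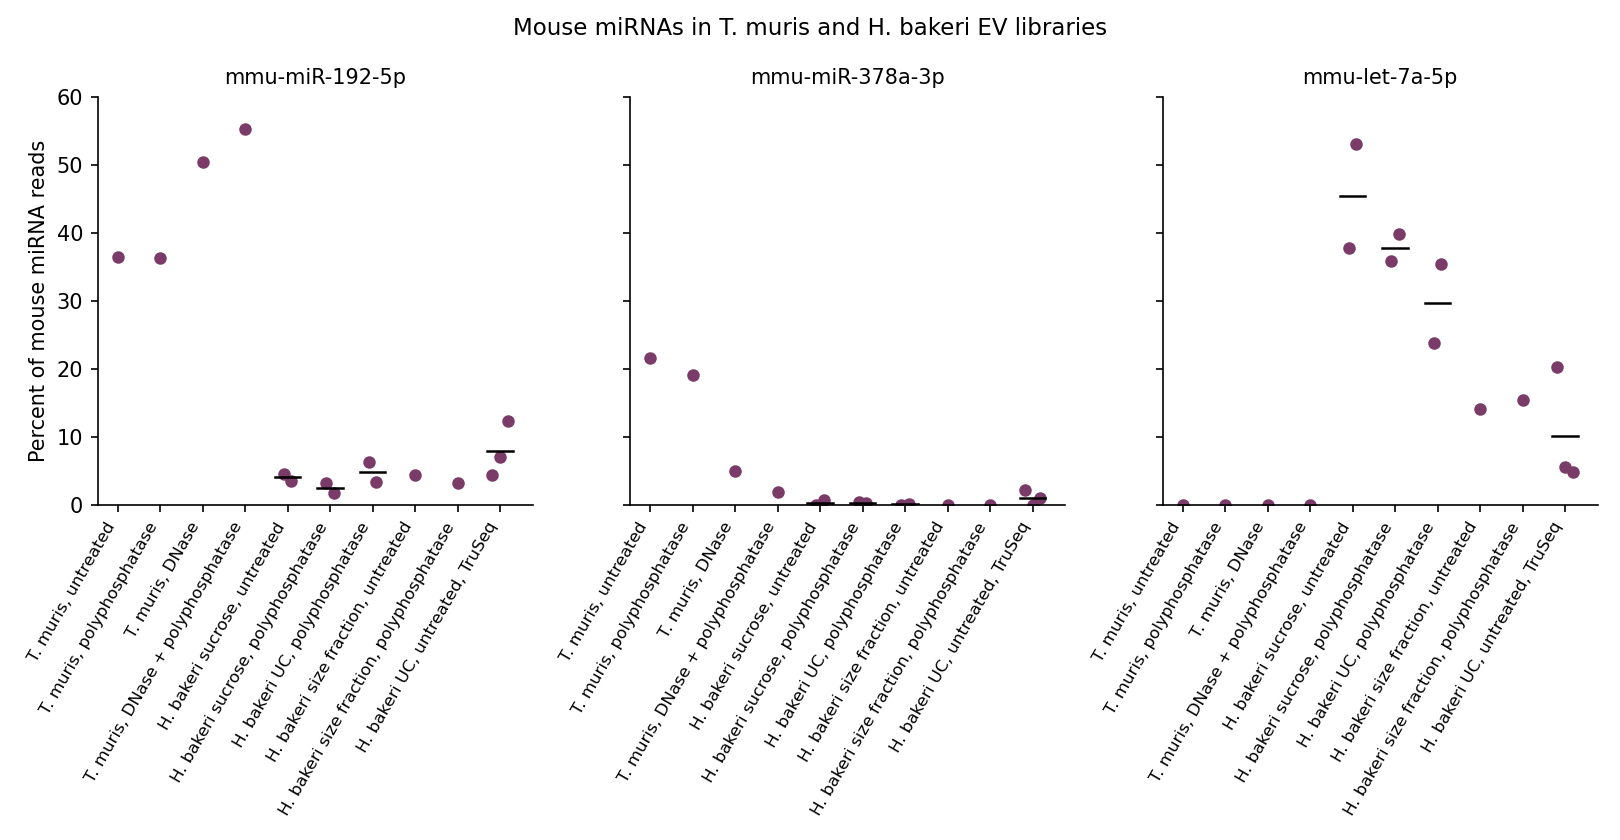
Share of host miRNA reads (percent) of selected mouse miRNAs in each *T. muris* and *H. bakeri* EV library, with each point a library and each bar the mean of its group. mmu-let-7a-5p lies at 35.9% to 53.1% in the sucrose-purified *H. bakeri* libraries and at 0.0413% or below in the *T. muris* libraries.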

Since the host miRNAs are so low in abundance in *H. bakeri,* it is likely that these let-7a sequences are in fact derived from the parasite but contain 3′ end modifications that cause them to map perfectly to mouse but not the parasite. The fact that *T. muris* EV libraries contain a larger dominance of host miRNAs compared with *H. bakeri* EVs could be attributed to the intracellular life stage of *T. muris,* their close contact with epithelia throughout infection, and differences in washing worms post-harvest. Our comparison also demonstrates that the miRNA populations in the EVs from these two parasites are quite distinct. These differences may relate to difference in miRNA content in the caecal versus small intestine niches of the parasites or differences in host miRNAs that are up-regulated during each infection.

## 4 Discussion

Purification methods for helminth EVs vary between research groups and there is extensive interest now in documenting whether and how these variables can impact the properties of EVs and the cargo molecules that are identified, as outlined for mammalian EV research (Théry et al., 2018). Our results suggest that detection of the EV miRNA cargo is relatively consistent across different purification strategies for *H. bakeri* EVs, for example adding a sucrose flotation step after UC purification (that was carried out with two PBS washes) does not yield any difference in the miRNA detected compared. We also show a strong correlation in the EV miRNA cargo sequenced by different laboratories for *T. muris*, even when different purification methods (UC versus Optiprep gradient purification) and library preparation methods (CleanTag versus TruSeq) were used. Our comparisons also yield the result that host miRNAs are in much greater abundance in *T. muris* EVs compared with *H. bakeri* EVs, and this was consistent across libraries from different research groups. This may have functional implications if the host miRNAs are also transported into specific cells during infection. At present it is not known if the host miRNAs are truly within the EVs or if these co-purify, but it is notable that they are consistently detected when EVs are purified by either UC or Optiprep gradients. One variable which may introduce the largest variation in the sRNAs recovered after sequencing is the library preparation kit used, since biases can be introduced in relation to the ligation efficiency of adapters to different sRNAs (Fuchs et al., 2015). Also, the size selection of the libraries dictates the other classes of sRNA that will be detected. A notable example here is the proportion of tRNA fragments detected, which are generally ~31–33 nt in length and are ubiquitous in extracellular environments (Tosar et al., 2018, Watson et al., 2019). The tRNA fragments were present in a much higher proportion of samples purified by Eichenberger et al., 2018a, Eichenberger et al., 2018b which either represents a biological difference of the EV RNA cargo identified in their study (using Optiprep gradient purification) or a technical difference based on biases in the library method or differences in how libraries were size selected. The previous study also identified mRNA transcripts in *T. muris* EVs which strikingly were dominated by reverse-transcriptase-like protein families (Eichenberger et al., 2018b).

One thing that is clear from our analysis is that a large proportion of parasite sRNA reads derive from intergenic or repetitive regions of the genome. Together, these make up >75% of the reads in the polyphosphatase-treated *H. bakeri* EV libraries, and ~24–51% across *T. muris* EV libraries, irrespective of the purification method or laboratory generating the libraries. These regions of the parasite genomes are not well characterised. However, we recently showed that the sRNAs generated from these regions are exported in *H. bakeri* EVs and are produced by RdRPs, contain a 5′ triphosphate, and start with a G. These are specifically associated with an extracellular Worm-specific Argonaute protein (exWAGO) which is packaged in EVs (Chow et al., 2019). Our work here suggests the sRNAs in *T. muris* EVs do not contain a 5′ triphosphate and we did not identify a close ortholog to exWAGO in *T. muris*. It is possible the sRNAs mapping to intergenic and repetitive regions represent another class of siRNA, for which we do not yet know the mechanism of biogenesis or export in EVs. It seems unlikely that the *T. muris* sRNAs from repetitive or intergenic regions are simply degradation products since they show some size preference to be ~21–25 nt in length, unlike ribosomal degradation products which are more variable in length (Supplementary Fig. S3). There is emerging data suggesting sRNAs from repetitive regions and transposable elements can in fact act as virulence factors in diverse parasite-host models including plant-parasite interactions (Cai et al., 2019, Dunker et al., 2020, Hudzik et al., 2020). These classes of extracellular sRNAs that are found across diverse nematodes and other helminths therefore merit further attention.

To date the vast majority of research on extracellular sRNAs has focused on miRNAs, a very well characterised type of sRNA that has a conserved biogenesis pathway in animals. We recently showed that parasite miRNAs could be detected in macrophages in the pleural cavities of mice infected with the filarial nematode *L. sigmodontis* (Quintana et al., 2019) and others have shown that miRNAs from *S. japonicum* are detected in macrophages *in vivo*, and incorporate into mouse Argonaute 2 *in vitro* (Liu et al., 2019)*.* Our work here underscores the reliability of miRNAs detected across different datasets, and laboratories *in vitro*, and revealed a very distinct composition of parasite miRNAs in EVs from *H. bakeri* versus *T. muris*. It is hypothesised that the EV sRNA cargo would enable specific targets and functions in the host which could contribute to modulating the distinct niches in which these parasites reside. For example, the duodenum of the small intestine and the caecum differ in many ways, including their architecture, the small intestine contains villi while the caecum does not, as well as differing in the proportion of certain specialised epithelial cell types, with Paneth cells only residing in the small intestine, and goblet cells increasing along the length of the intestine (Mowat and Agace, 2014). In an accompanying paper we show that *T. muris* EVs causes a suppression of type I interferon response in caecaloids (Duque-Correa et al., 2020) and an exciting future direction will be comparing the uptake and function of EVs from *H. bakeri* and *T. muris* on enteroids versus caecaoloids in order to further assess the role of the sRNA cargo in mediating different host gene expression changes induced by each parasite. Although there is still a lack of quantitative data on extracellular sRNAs (how much must be imported for gene regulation in the recipient cell) (Claycomb et al., 2017), increasing evidence in many mammalian disease contexts shows functional effects of extracellular miRNAs using genetic tools (Fritz et al., 2016, Mateescu et al., 2017). We previously showed that miRNAs from *H. bakeri* EVs could be transmitted into host cells via EVs and used a reporter assay to demonstrate the synthetic nematode miRNAs can directly bind to, and suppress, host genes including the phosphatase Dusp1 (Buck et al., 2014) which is associated with cytokine regulation in helminth infection (Klotz et al., 2011). A study comparing EV cargo from different *Ascaris suum* larval stages showed some miRNAs were distinct to the EVs from L3s compared with those from other larval stages (Hansen et al., 2019). Intriguingly, *A. suum* L3s migrate through a number of host tissues, and it has been suggested that L3-specific miRNA cargo could target host processes such as tissue lysis, repair and/or innate immunity (Hansen et al., 2019). At present it remains a challenge to accurately identify and validate the host targets of parasite miRNAs, since each parasite miRNA will be predicted to target hundreds to thousands of host genes and many of these predictions could be false positives. Furthermore, it may not be appropriate to assume seed-based pairing is the only or main criteria for recognition, as is proposed to occur for endogenous miRNAs (Bartel, 2018). Finally, we cannot rule out interactions between parasite sRNAs including miRNAs and other co-inhabiting organisms (for example microbes or other parasites) (Liu et al., 2016). Whilst daunting to address all of these aspects, biochemical methods to directly identify sRNA-target interactions have advanced substantially in the last 5 years (Moore et al., 2015) and the application of these methods to helminth studies could significantly advance the field. Given the beneficial aspects of helminths in auto-immune and allergic contexts, it will be exciting to determine the sRNA molecules that may be contributing to immune suppression and modulation of the intestinal epithelial cell niche (Duque-Correa et al., 2020). Furthermore, the study of these natural parasite EVs may help teach us how to safely and specifically deliver foreign or synthetic sRNA to cells without eliciting an immune response, which is urgently needed in the field of RNA therapeutics.

# Supplementary material for: Extracellular vesicles from Heligmosomoides bakeri and Trichuris muris contain distinct microRNA families and small RNAs that could underpin different functions in the host
**Source:** Int J Parasitol. 2020 Aug;50(9):719–29. doi: 10.1016/j.ijpara.2020.06.002

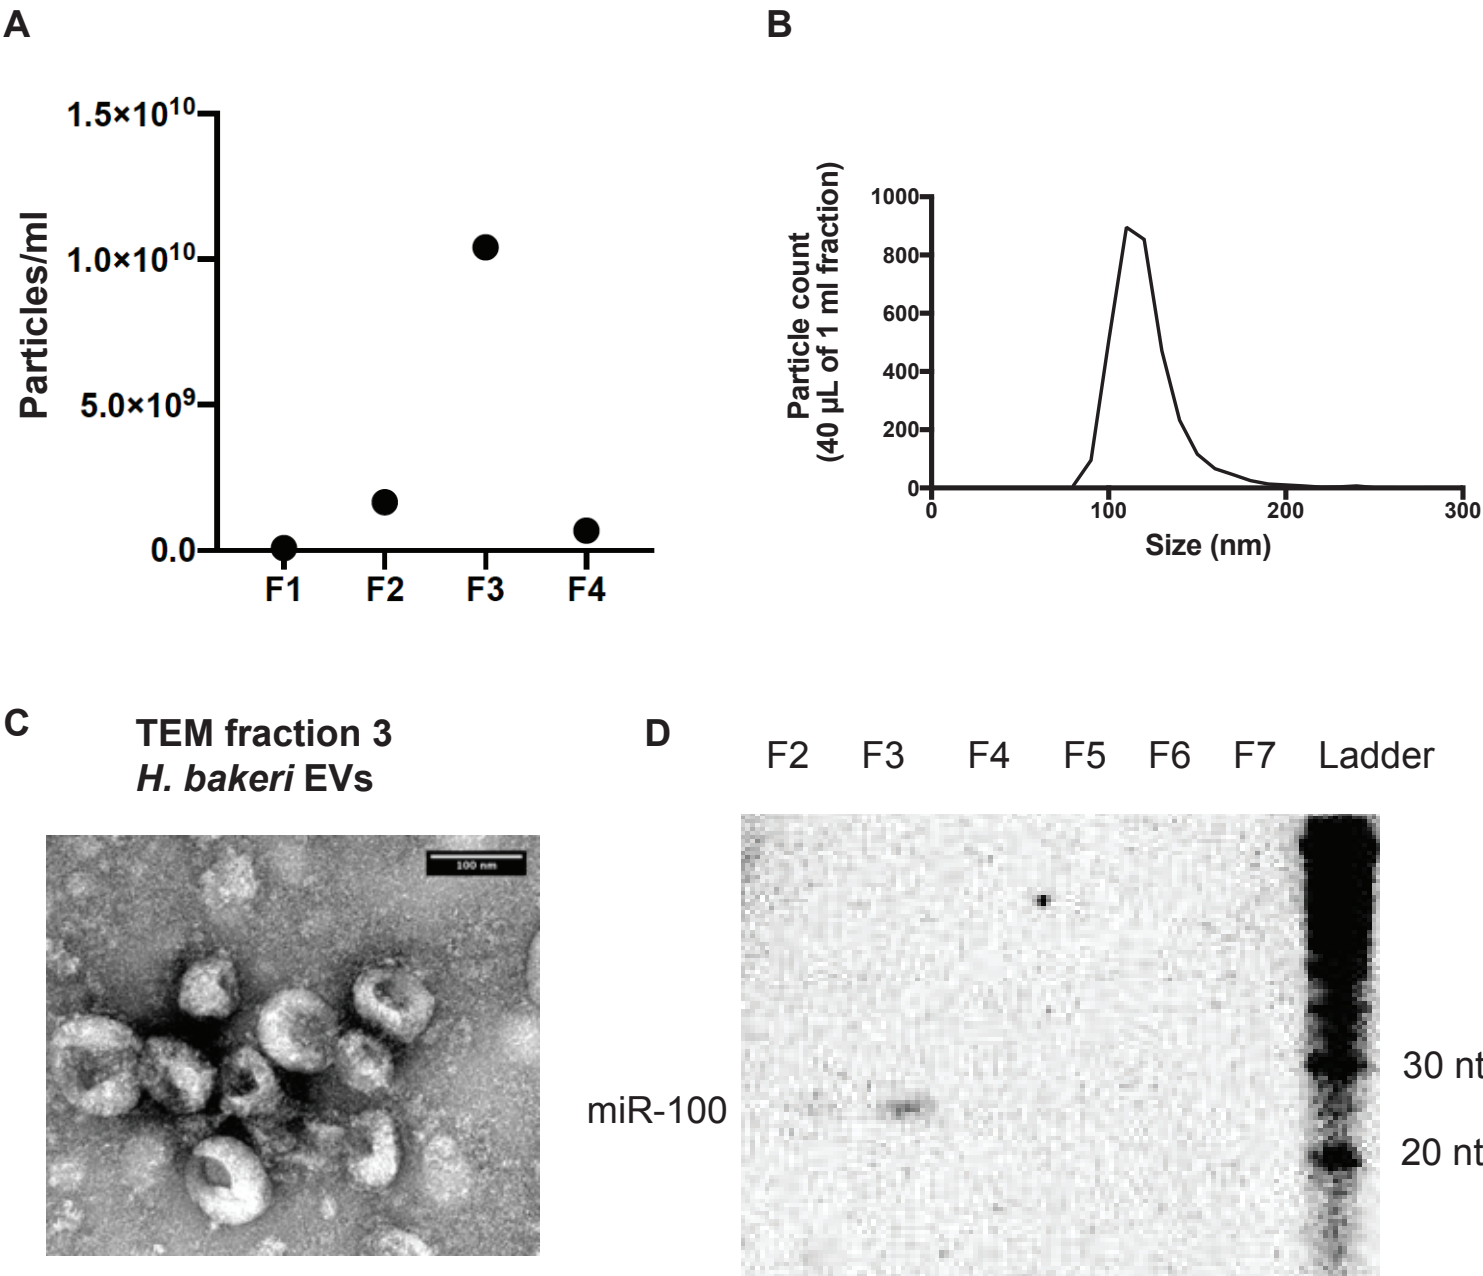

Supplemental Fig. S2.

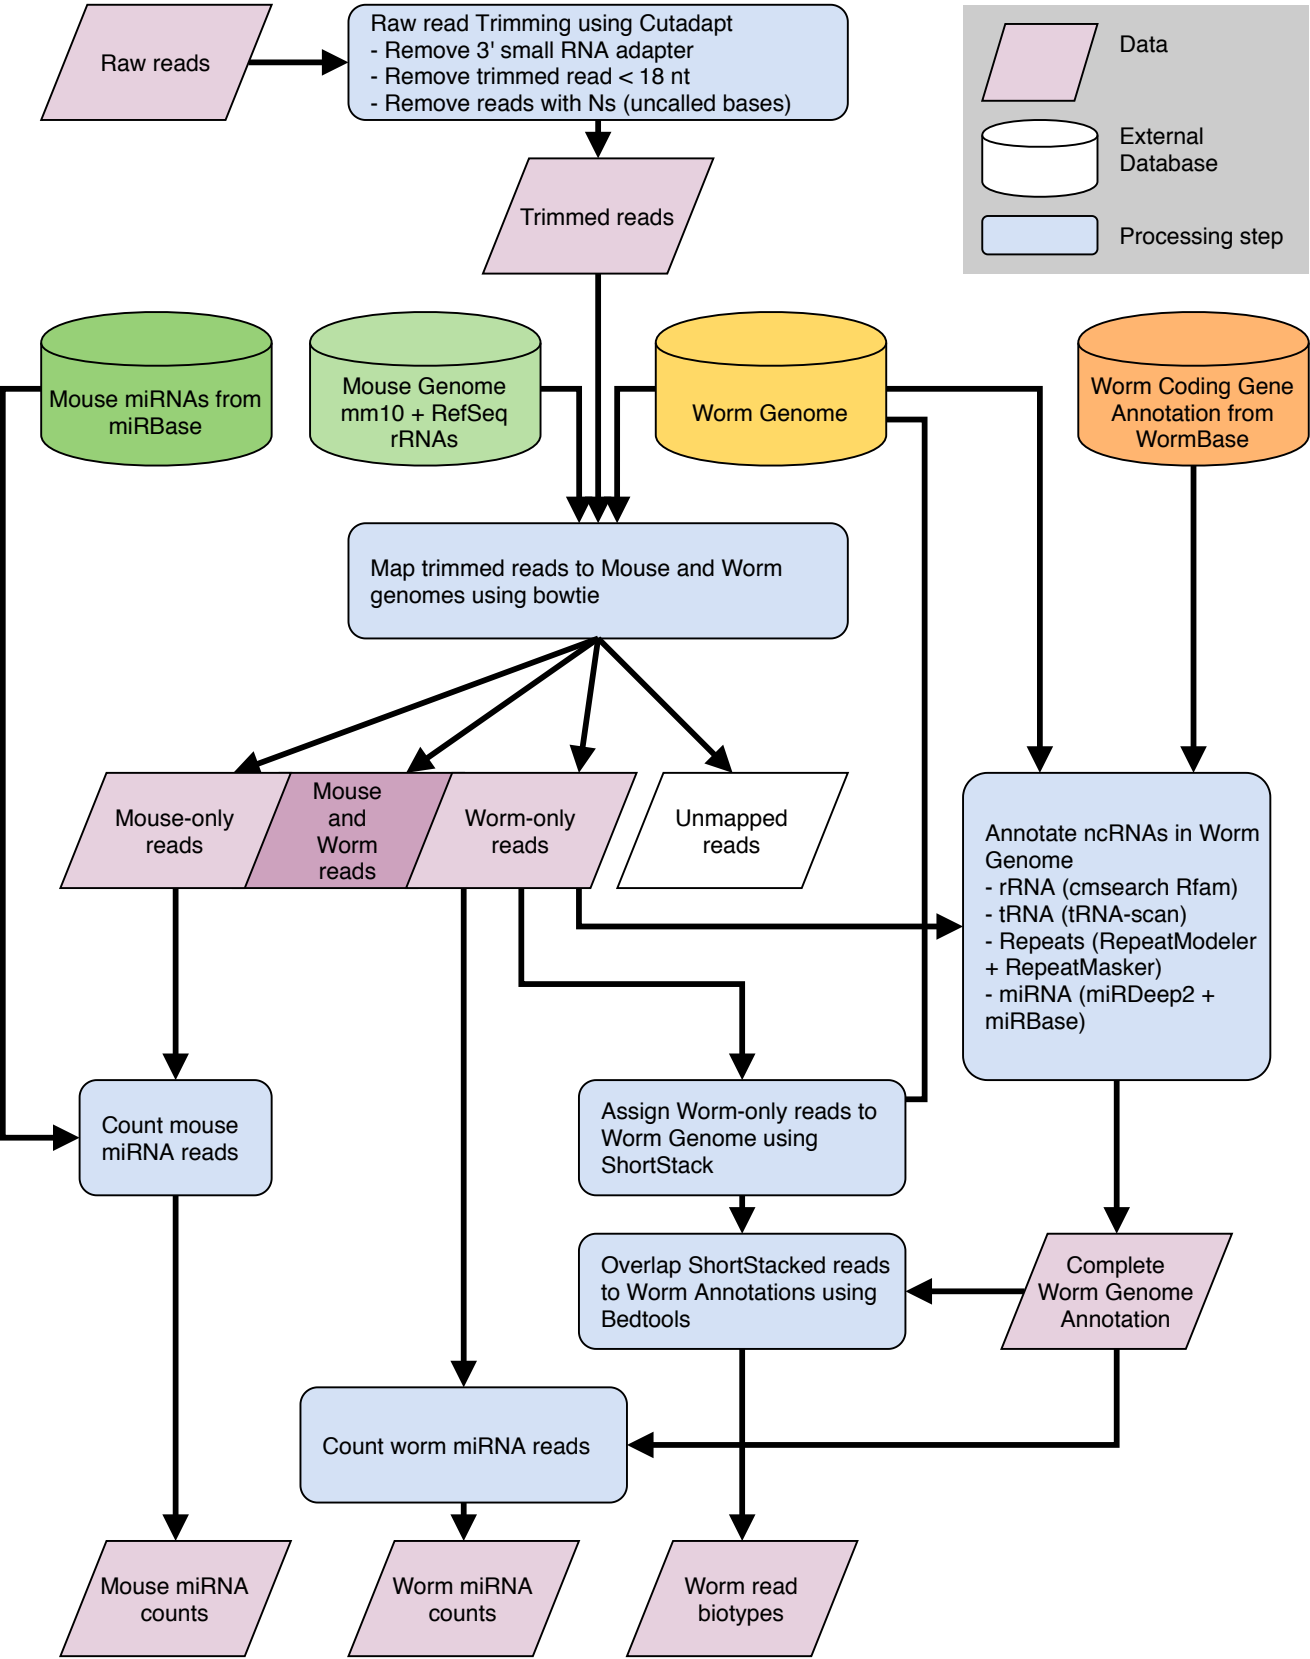

Supplemental Fig. S3.

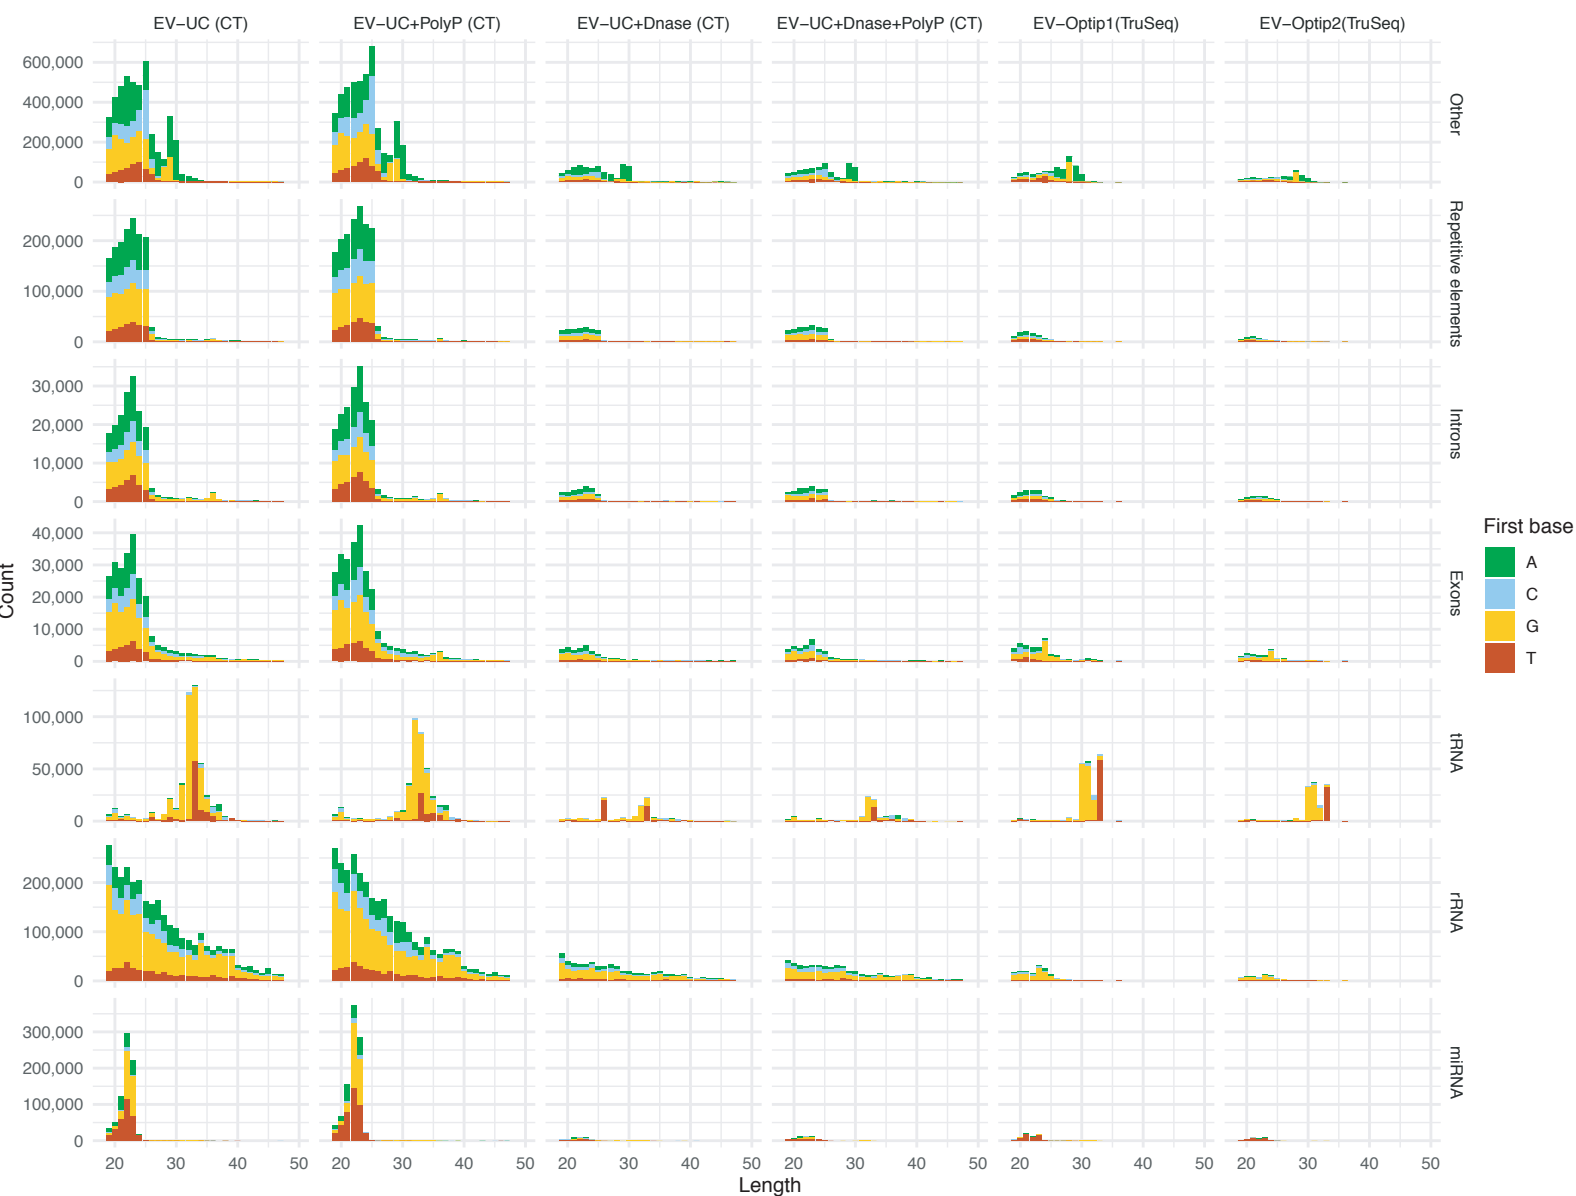

Supplemental Fig. S4.

A *H. bakeri* EV libraries

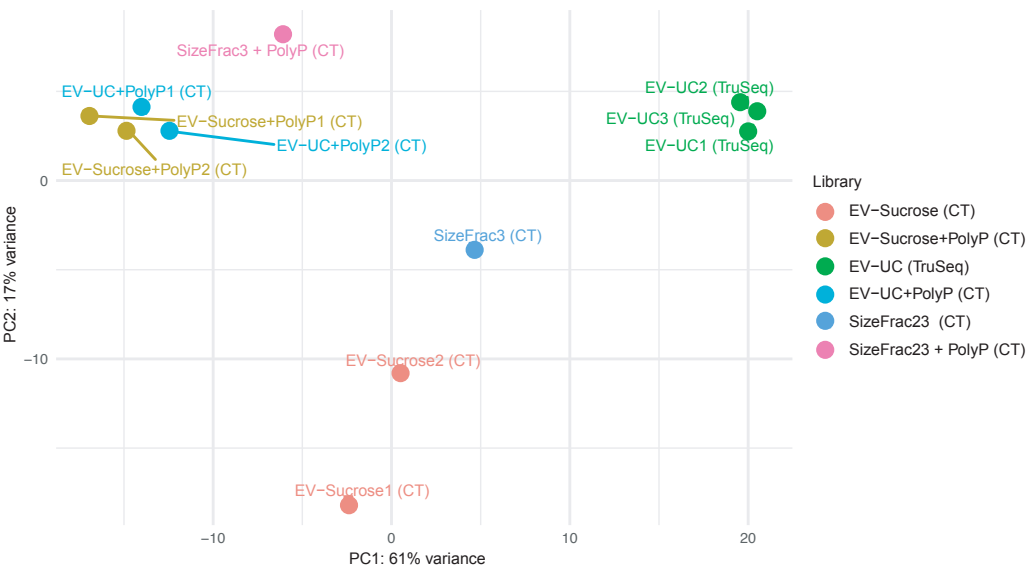

B *T. muris* EV libraries

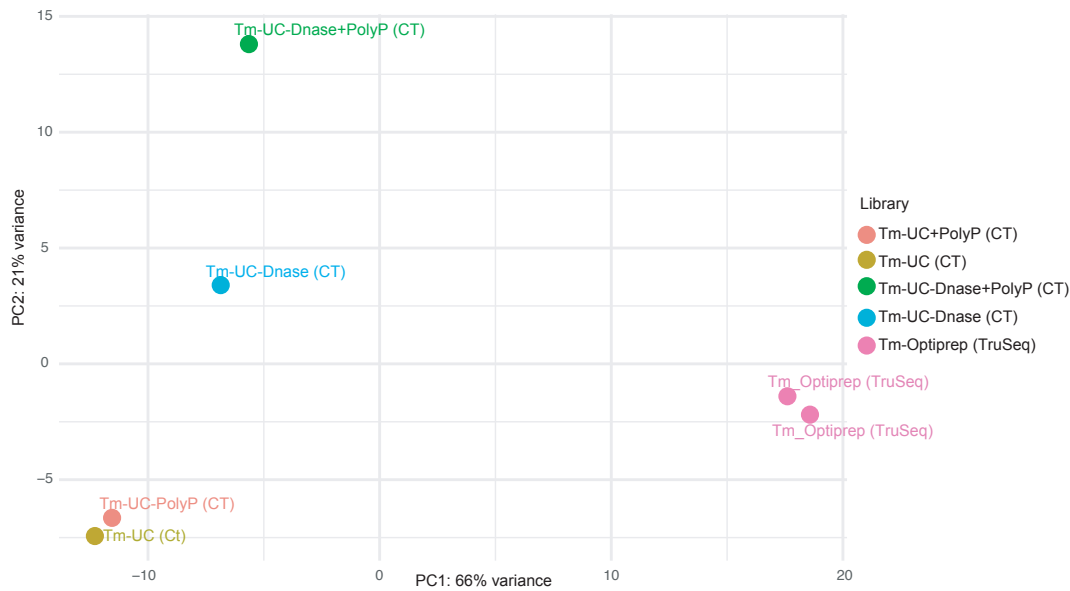

Supplemental Fig. S5.

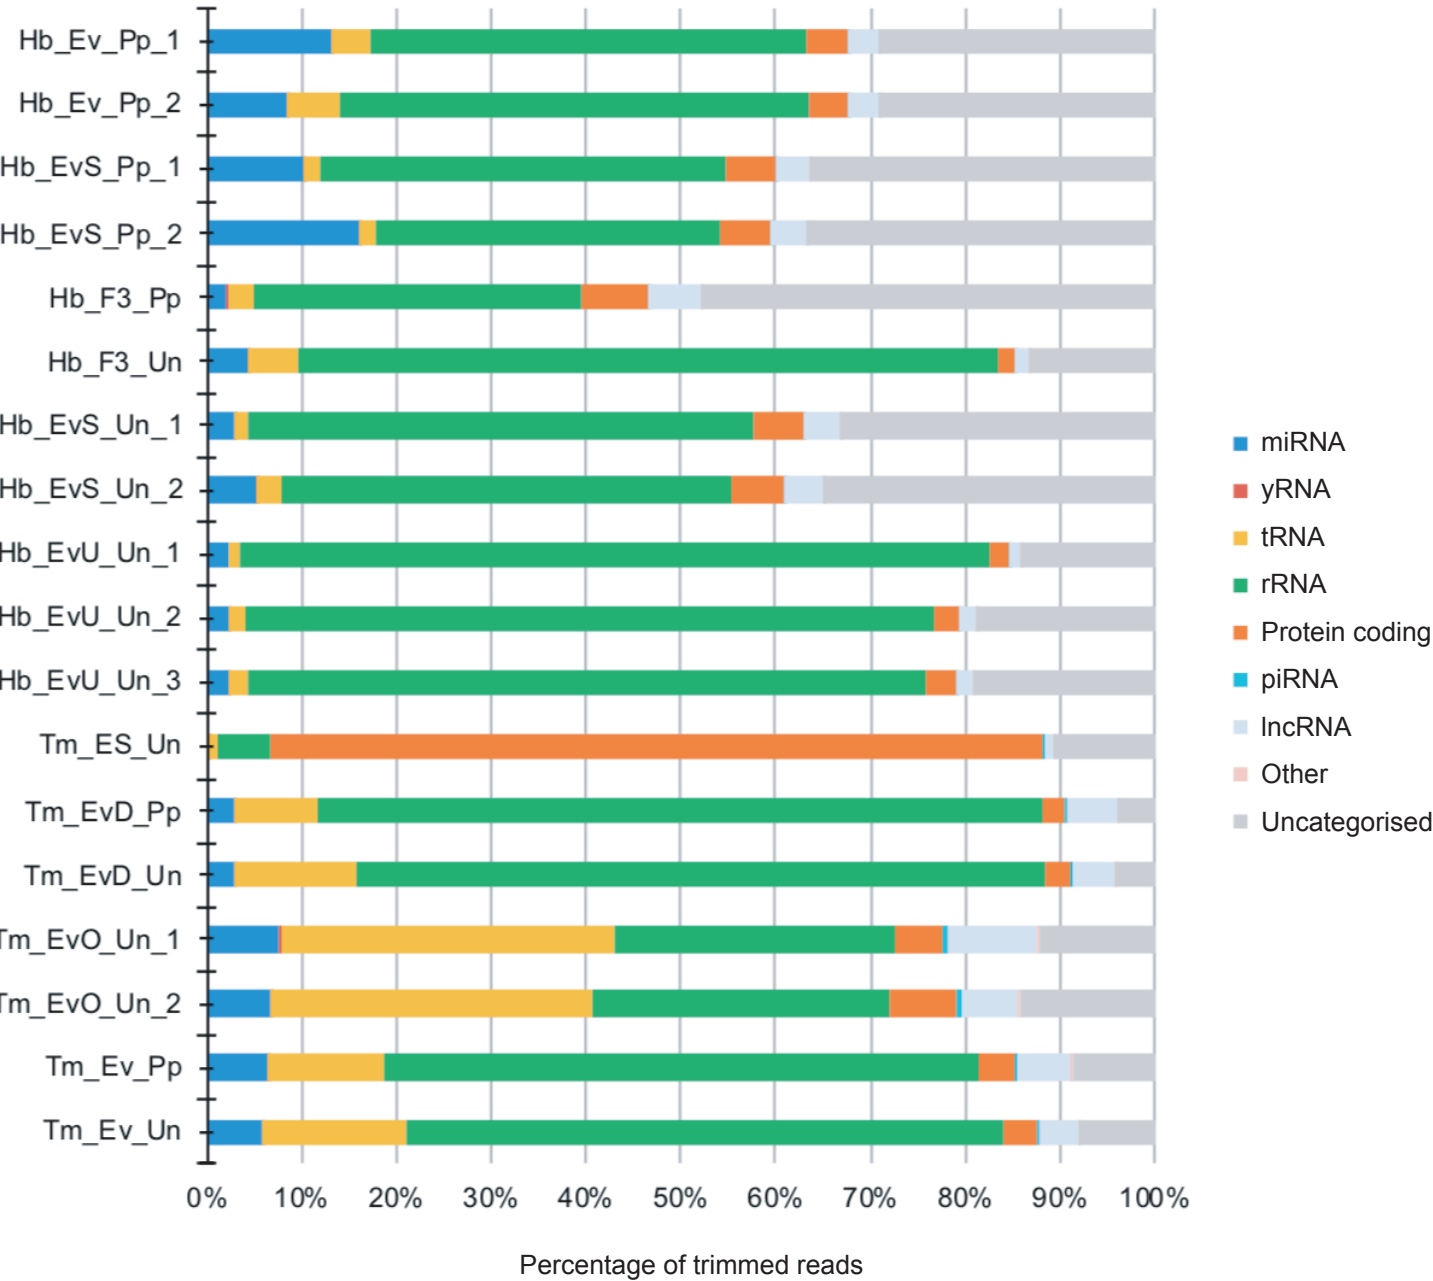

Supplemental Fig. S6.

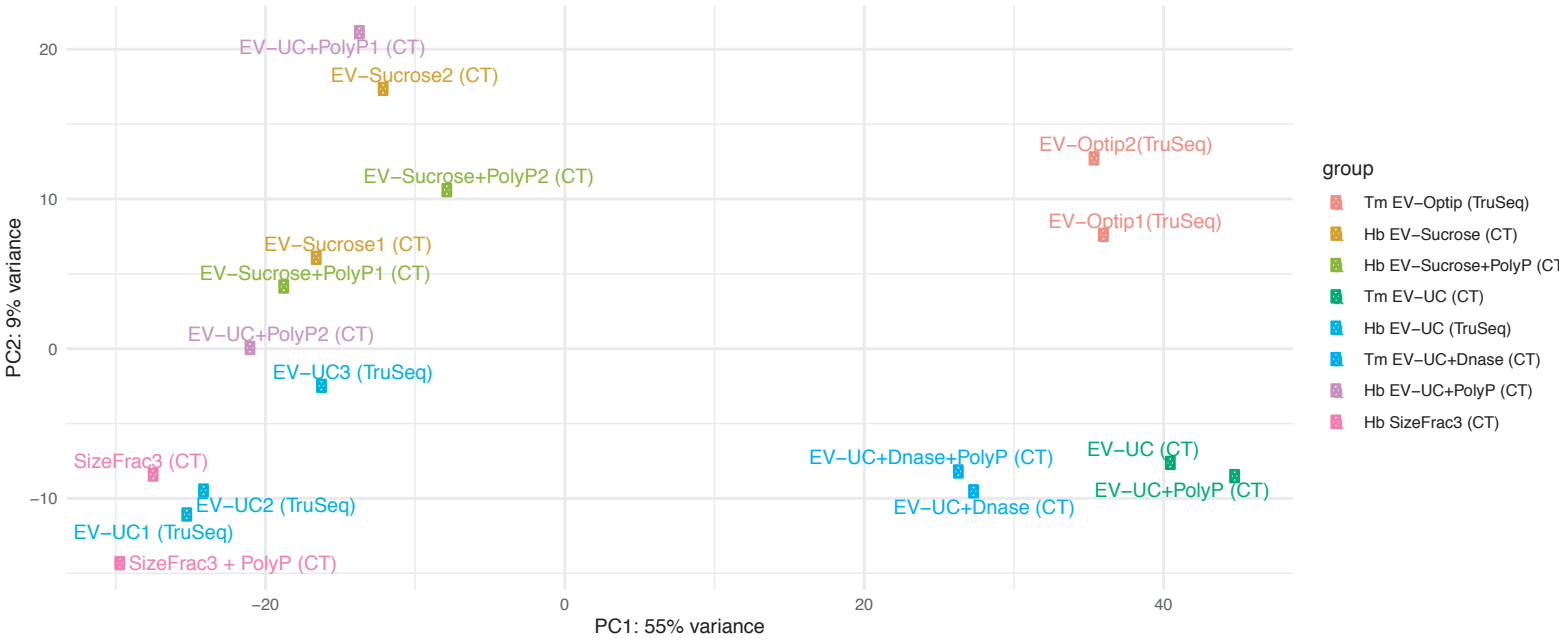

**Supplement:** Supplementary data 1

How the deposited data were processed for this re-analysis (not part of the article)

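Small RNA of EVs from *H. bakeri* (11 libraries) and *T. muris* (4 libraries) had been sequenced by the authors, who checked read quality with FastQC v0.11.8, removed adapters with cutadapt v2.7 (at least 6 matching bases), kept reads of at least 18 nucleotides and aligned them with bowtie v1.2.2 to the parasite genomes and to the mouse genome GRCm38 without mismatches. The authors predicted 428 *H. bakeri* and 225 *T. muris* miRNAs with miRDeep2 v2.0.0.8 and miRBase v22, and kept those with more than 100 reads summed over libraries. The deposited values used here are whole read counts per miRNA and library, in 3 tables of 93 *H. bakeri*, 110 *T. muris* and 158 mouse miRNAs, and no normalization had been applied to them. Libraries were mapped to species, purification, polyphosphatase, DNase and kit by the labels, Fig. 1 and Supplementary Table S1. The kit of the 3 untreated UC libraries of *H. bakeri* was taken from the paper as TruSeq, while the protocol text that all deposited samples share names CleanTag. The 2 UC libraries of *H. bakeri* made with CleanTag were taken as treated with polyphosphatase, as in Fig. 1A and the labels, while Supplementary Table S1 gives their treatment as +/-. Only the 15 libraries of the series were used: 2 further libraries in the *T. muris* and mouse tables, from another study, were left out, and comparisons that need whole read sets (genome mapping, length, first base and biotype of reads in Figs. 1 to 3 and Supplementary Figs. S3 and S5) were not analysed here.

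Parasite miRNAs of *H. bakeri* were compared in a model of 6 groups over all 11 libraries with edgeR 4.0.16 (glmQLFTest) in R 4.3.3, with TMM factors, over miRNAs with at least 10 counts in at least 2 libraries. The species comparisons of families and of host miRNAs used the same test on library totals, as the paper scales its heatmaps, with species and polyphosphatase as terms, in the 6 libraries of Fig. 4D to F and in the 12 CleanTag libraries. *T. muris* treatments were compared with polyphosphatase and DNase as additive terms in 4 libraries. A result was called at a Benjamini-Hochberg adjusted p under 0.05. PCA and *r*2 used DESeq2 1.42.0 rlog counts, blind to the groups; shares of variance and host percentages were tested with exact permutation tests and first bases with Fisher's exact test in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). Intervals of single shares are 95% Wilson intervals, and a fold against a group with no read is a bound against 3 counts over that group. Sequences of host and parasite miRNAs were compared without gaps from the 5′ end over the shorter length.

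Named items were every miRNA or family the paper names, the 10 higher and 10 lower items of lowest adjusted p past the threshold in each comparison, and the members of lists. The lists were the 4 groups of families in Fig. 4D (*H. bakeri* only, *T. muris* only, both, and enriched in *T. muris*) and host miRNAs of epithelia, of blood and immune cells, of muscle and connective tissue, of the let-7 and miR-378 families, late-numbered miRNAs (2000 or above) and host miRNAs within 2 mismatches of a parasite miRNA. The rule, the tests and the alternatives were fixed before the data were examined, apart from those named as chosen later; counts in Supplementary Tables S2 to S6 had been seen by then. mmu-let-7a-5p and mmu-miR-378 members belong to lists as well as to the items the paper names.

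Alternatives were DESeq2 with its size factors, TMM factors or library totals, no filter on low counts, log2(CPM + 1) for PCA and *r*2, families by nucleotides 2 to 8, ranking by mean percent, species as the only term, subsets of libraries, each library left out in turn, and the replicate number as a block. For *H. bakeri* miRNAs, only libraries with another of their group were left out, so the 2 size fraction libraries never were. Each edgeR and DESeq2 comparison, apart from that of DNase on host miRNAs, was also run on simulated counts with its group sizes and depths. Every miRNA or family of a simulation had the same dispersion, while the real fits estimate it for each. In the sucrose comparison of treatments, edgeR recovered 3%, 37%, 74% and 97% of log2 changes of 1, 2, 3 and 5, with 2.77% of calls false; for families in 6 libraries it recovered 15%, 32.5%, 64.1% and 94.9%, with 1.22% false. For host miRNAs in 6 libraries it recovered 7.5% of log2 changes of 5, with no false call among 7, while 37.1% of DESeq2's calls were false there and 57.5% in the 12 libraries. The real edgeR fit in the 6 libraries called a smaller change, so this share does not measure which effects it could detect.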

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

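All tests of explanations in this part were chosen after the values had been seen. DNase treatment of *T. muris* RNA, which the paper's text does not compare with no DNase, went with differences in 23 of 110 parasite miRNAs (7 higher and 16 lower). Of 157 host miRNAs, 40 differed (14 higher and 26 lower), in both cases at an adjusted p under 0.05 with edgeR. There were 2 libraries with and 2 without DNase, 1 per combination of treatments, all prepared at the same time. The spread came from what an additive model left over, so these p values do not measure a spread between DNase preparations. Among parasite miRNAs, miR-87-3p (TMUE_LG2_27517_miR-87-3p) was at 10.1% ± 0.15 with and 18.2% ± 0.95 without DNase (SD, n = 2 each; log2 fold change -1.81, adjusted p = 4.35e-38, edgeR), and miR-1-3p at 1.31% and 4.79%, while miR-100b-5p was at 3.37% and 0.535% and miR-96-5p at 1.15% and 0.145%. On library totals, which moved the log2 fold changes by a median of 0.96, 16 parasite miRNAs were higher and 10 lower, so the share of higher ones depends on the scaling. Among host miRNAs, mmu-miR-378a-3p was at 3.53% ± 2.15 with and 20.4% ± 1.75 without DNase (log2 fold change -2.68, SE 0.28, adjusted p = 1.14e-06, edgeR), mmu-miR-203-3p, of squamous epithelium, at 0.0607% and 0.893%, and mmu-miR-423-5p at 0.475% and 0.0328%. mmu-miR-192-5p was at 52.8% and 36.4% (adjusted p = 0.0232, edgeR), a difference that did not pass with TMM factors or DESeq2. Of the host lists, the epithelial list had 1 member higher and 3 lower, blood and immune cells 2 higher, muscle and connective tissue none, let-7 1 higher and 4 lower, miR-378 3 lower of 5, late-numbered miRNAs 4 higher, and those near a parasite miRNA 2 higher and 4 lower; the comparison of host miRNAs by DNase was added after seeing the data, and TMM factors moved its log2 fold changes by a median of 0.22 and gave 33 calls.

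The pattern weighed here is that mmu-miR-378a-3p fell against mmu-miR-192-5p in both DNase-treated libraries, with a log2 ratio of -3.32 with DNase and -4.79 with DNase and polyphosphatase, against -0.75 and -0.93 without DNase. The lower depth of both DNase-treated libraries goes with the treatment and cannot be told apart from it: in 1000 draws of each library without DNase, thinned to the size of the smallest treated library, the lowest ratio stayed 2.35 above the highest with DNase, but such draws cover counting error only, and not a smaller amount of RNA or uneven PCR. A ratio of 2 miRNAs does not depend on the scaling of the libraries, so the alternatives of scaling do not bear on it. An effect of DNase treatment, or of handling or RNA loss that went with it, stays open as well, since there was 1 library per combination of treatments and Fig. 1B gives no second preparation; no biological explanation was tested.

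In 4 of 61 groups of libraries tested, about as many as the 1 in 20 that chance gives, a single library stood far from the others. The miR-9 family was at 0.631% of parasite miRNA reads in the *T. muris* library with DNase and polyphosphatase and at 0.323% to 0.370% in the other 3. The 2nd untreated sucrose library of *H. bakeri* had 0.0354% of reads in the miR-72 family, against 0 to 0.0139% in the other 7 CleanTag libraries, and 0.140% in the miR-59 family, against 0.0218% to 0.0703%. The 1st untreated sucrose library had 0.0449% of reads in the miR-7 family, against 0.00147% to 0.0219%.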

How the results depend on the processing

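Of 149 named items, 106 kept their direction and their side of the threshold under every alternative run for them, and of 1596 settings of such items 1461 were the same, 112 weaker, 10 stronger and 13 reversed. Unless a value below shows it, the cause of a change was not tested. Where the scaling moved all families, let-7 turned (-2.36 with TMM factors and -2.39 with DESeq2 in 6 libraries, -1.35 and -1.26 in 12), as did miR-34 (-1.66 and -1.71 in 6, -1.85 and -1.59 in 12). On unchanged totals miR-34 was at -0.0534 in 12 libraries without the treated *T. muris* library, where leaving out each library gave up to 1.14. The other families that turned were miR-236 with DESeq2 (-0.0040), and miR-80 in 6 libraries without the untreated *T. muris* library (0.44, against -2.10 without the treated one). For the DNase effect in *T. muris*, miR-72-5p (0.30) and let-7-5p (0.51) turned on library totals. PC1 held 52.4% with log2(CPM + 1) and 55.3% to 67.4% without each library; the kits held 71.9% in the 6 untreated libraries, where no p under 0.1 is possible by an exact permutation test. The *r*2 of sucrose and UC was 0.842 with log2(CPM + 1), 0.995 with rlog over the plotted libraries and 0.930 to 0.961 without each library, with an *r* of 0.978. That of size fraction and sucrose was 0.551, 0.856 and, without each sucrose library, 0.864 to 0.894, with an *r* of 0.939, and 0.834 in treated libraries. Neither size fraction library was left out here, nor in the PCA and the calls of *H. bakeri* miRNAs. The top 40 families in place of miRNAs, chosen after seeing the data, gave 26 *H. bakeri* families, and the host share in 6 libraries a difference of 42.6 points. Calls of the polyphosphatase effect in sucrose EVs were 30 with DESeq2, 36 on library totals and 14 to 35 without each library (35 without the 2nd untreated sucrose library, 30 without the 1st TruSeq library), those of size fraction against sucrose 28 on totals and 12 to 28, and those of polyphosphatase in the size fraction 1 to 5. Families in 6 libraries gave 9 to 16 calls without each library, host miRNAs in 6 libraries 11 with TMM, 21 with DESeq2 and 3 to 9, and host miRNAs in 12 libraries 58 with TMM and 9 to 28 (12 without the untreated and 9 without the DNase-treated *T. muris* library). Polyphosphatase in *T. muris* gave 0 calls with DESeq2 and 0 on totals (6 and 3 at an unadjusted p under 0.05). With the replicate number as a block, in the 9 numbered libraries, polyphosphatase in sucrose EVs gave 21 calls, TruSeq 34 and sucrose against UC 0, against 26, 49 and 0 without a block in the same libraries, a comparison added after seeing the data; the residuals of equal numbers correlated at -0.07 to 0.19, so the numbers do not pair the libraries. Dropping the filter on low counts left the counts of calls the same where it was run (parasite miRNAs, and host miRNAs between species), and sucrose against UC stayed at 0 in every setting. Depth limits the host miRNAs of *H. bakeri* most, where 89 to 4120 reads per library leave rare miRNAs undetectable.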

Differences from the paper's values

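For sucrose gradient against UC, the paper's *r*2 is 0.998 and the value here was 0.956, from rlog counts of all 11 libraries and the means of 2 treated libraries per purification. Of the alternatives set before the data were examined, rlog over the plotted libraries only gave 0.995, which is within the spread of the paper's value, while log2(CPM + 1) gave 0.842, Pearson's *r* in place of its square 0.978 and leaving out each library 0.930 to 0.961, which are not. For size fractionation in Fig. 4B, the paper's *r*2 is 0.979 and the value here was 0.881. None of the alternatives came within the spread of it: 0.551 with log2(CPM + 1), 0.856 with rlog over the plotted libraries, 0.939 for Pearson's *r*, 0.834 in treated and 0.874 in untreated libraries, and 0.864 to 0.894 without each sucrose library. The text of the paper gives this value against EVs purified by UC and the legend of Fig. 4B against UC with a sucrose gradient; set against the treated UC libraries here, the treated size fraction library gave an *r*2 of 0.863.

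From its PCA, the paper attributes the largest part of the variance to the kits, and its introduction names polyphosphatase treatment beside them. Here the kits held 48.3% of the variance and polyphosphatase treatment 49.6%. These shares overlap because all TruSeq libraries were untreated, and were 26.3% and 27.6% once the other was taken into account. In the 6 untreated libraries the kits held 71.9%. The paper gives miR-378 family members as an example of host miRNAs not detected in *H. bakeri* EVs; 3 of the 5 members had no read in the 4 sucrose libraries, while mmu-miR-378a-3p had 38 and mmu-miR-378c 1. The paper lists miR-1 as a family of *T. muris* only; hpo-miR-1-3p had 267 reads in the sucrose libraries, under the family name mir-10. The paper gives 94 *H. bakeri* miRNAs and the table used here holds 93; 10 host miRNAs common to the top 20 lists compare with 9 here by summed reads and 10 by mean percent. The authors' table gives mmu-miR-31-5p a match to the *T. muris* genome at 1 mismatch but to no *T. muris* miRNA. It is at 1 mismatch from the *T. muris* miR-72-5p in the same tables. The authors' table likewise gives mmu-miR-1a-3p a match to the *H. bakeri* genome at 1 mismatch but to no *H. bakeri* miRNA, while hpo-miR-1-3p is at 0 mismatches.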

Other observations

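The tests of explanations and of other splits of the libraries in this part were chosen after the values had been seen; the comparisons themselves had been set earlier. Over the 12 CleanTag libraries, 18 of 158 host miRNAs were higher and 10 lower in *T. muris* than in *H. bakeri* EVs (edgeR, on library totals; 54 and 4 with TMM factors, which moved the log2 fold changes by a median of 1.5). mmu-miR-192-5p was at 44.6% ± 9.68 (SD, n = 4) and 3.84% ± 1.35 (SD, n = 8; log2 fold change 3.53, adjusted p = 1.28e-05, edgeR). mmu-miR-6240 was at 2.69% ± 0.82 and 0.00642% (1 read in *H. bakeri*), and mmu-miR-200a-3p, of epithelia, at 0.936% and 0.0594% (3 reads). mmu-miR-215-5p, close to miR-192-5p and also of the intestinal epithelium, was lower in *T. muris* at 6.18% ± 1.15 against 24.2% ± 17.1 (adjusted p = 0.0391, edgeR), a call that was lost with TMM factors (log2 fold change -0.03 in place of -1.94), with DESeq2 (-0.63), and when any 1 of the 4 *T. muris*, 2 size fraction or 2 UC libraries was left out (-2.085 to -1.298, adjusted p of 0.0541 to 0.161). Among untreated *H. bakeri* CleanTag libraries it was at 48.4% (95% Wilson interval 43.7 to 53.1) in the size fraction and 6.88% (5.84 to 8.09) and 7.79% (7.01 to 8.65) in sucrose EVs, and among treated ones at 46.2% (36.3 to 56.3) in the size fraction, 34.0% (30.0 to 38.3) and 26.7% (22.6 to 31.1) in UC EVs and 14.4% (11.9 to 17.3) and 9.56% (8.10 to 11.3) in sucrose EVs, with each purification prepared apart. Of the lists, the epithelial one had 3 members higher and 1 lower of 11 (7 and 1 adjusted over the list alone), blood and immune cells 1 higher and 2 lower of 5 tested, muscle and connective tissue none of 3, let-7 2 lower of 9, miR-378 2 higher of 5, late-numbered miRNAs 8 higher and 3 lower of 20, and those near a parasite miRNA 2 lower of 13. In the 6 libraries of Fig. 4F, late-numbered miRNAs had 1 member higher and 1 lower of 20, and those near a parasite miRNA 1 lower of 13. In the blood and immune list, here and in the DNase comparison, mmu-miR-486a-5p and mmu-miR-486b-5p may be the same reads under 2 names.

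Polyphosphatase treatment went with few differences in *T. muris* EVs: miR-72-5p was lower (log2 fold change -0.36, adjusted p = 0.00748, edgeR) and miR-44-3p higher (log2 fold change 0.49, adjusted p = 0.0167, edgeR) of 110 miRNAs, and neither passed with DESeq2 or on library totals. In data simulated for that comparison, edgeR recovered 6.19% of log2 changes of 2, 20% of changes of 3 and 52.4% of changes of 5 (1.45% of calls false). DESeq2, which made 0 calls in the real data, recovered 37.5%, 66.7% and 100% (6.38% false). The simulation gave every miRNA the same dispersion of 0.35, while in the real data edgeR called changes of -0.36 and 0.49. These shares therefore do not measure which effects the real test could detect.

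Among the 20 families in both parasites, 13 were higher and 3 lower in *T. muris* over the 12 CleanTag libraries (edgeR, on library totals; 9 and 6 with TMM factors, which moved the log2 fold changes by a median of -2.43, and 9 and 7 with DESeq2). The miR-59 family was at 13.4% ± 1.35 (SD, n = 4) and 0.0527% ± 0.0394 (SD, n = 8; log2 fold change 7.91, adjusted p = 7.25e-10, edgeR), and the miR-72 family at 15.1% ± 2.7 and 0.0091% (log2 fold change 10.45). The let-7 family was at 10.1% ± 2.24 and 4.75% ± 2.61 (log2 fold change 1.07, adjusted p = 0.0473, edgeR), a call that was lost when most single libraries were left out and a direction that turned with TMM factors and DESeq2.

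The 12 CleanTag libraries were split at random into groups of 4 and 8, with 100 splits drawn of 495 possible. Of these, 1 gave as many differing families as the species did, the species split itself. It gave 16 and the highest other split 15. Species goes with library batch and time of collection, and libraries prepared together are not independent draws. The rank therefore does not exclude a chance difference between preparations. For host miRNAs 7 of the 100 splits, the species split included, gave at least its 28 calls, the highest other giving 30. Each of the others that did so held exactly 1 *T. muris* library in its group of 4. For that count chance cannot be excluded.

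The pattern weighed here is that *H. bakeri* miRNAs raised by polyphosphatase mostly began with G; scaling around the dominant hpo-miR-100-5p was argued against as its source, since on library totals 11 of 14 raised miRNAs began with G against 7 of 78 others (Fisher's exact test, p = 1.68e-07). A batch of the sucrose libraries was argued against, since Fig. 1A marks the treated and untreated ones as prepared together. Outside sucrose EVs, 12 of 12 (100%) had a higher share in each of 3 treated libraries (UC and size fraction) than in each of 4 untreated ones (size fraction and TruSeq). Kit and purification differ among these, and some counts were small. Of the 17 raised miRNAs, hpo-miR-10061-5p had 1 read and hpo-miR-10045-5p 2 in the treated size fraction library, and 0 in the untreated one. An effect of the enzyme on any miRNA that begins with G was argued against by *T. muris*, where the median log2 fold change of 24 such miRNAs differed from that of 86 others by -0.56 (95% bootstrap interval -1.12 to 0.22). A candidate explanation that stays open is that siRNAs with a 5′ triphosphate, which the paper reports as beginning with G, were counted under these names: 12 of the 17 raised miRNAs (70.6%) carry a family name of *H. bakeri* alone, against 17 of 75 others (22.7%; Fisher's exact test, p = 0.00029). This is a hypothesis found and tested on the same data, and a triphosphate on the miRNAs themselves was not tested. The miRNAs in these Fisher's exact tests are not independent units, since some are arms of the same hairpin.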
